# A genome-wide in vivo CRISPR screen identifies essential regulators of T cell migration to the CNS in a multiple sclerosis model

**DOI:** 10.1038/s41593-023-01432-2

**Published:** 2023-09-14

**Authors:** Arek Kendirli, Clara de la Rosa, Katrin F. Lämmle, Klara Eglseer, Isabel J. Bauer, Vladyslav Kavaka, Stephan Winklmeier, La Zhuo, Christian Wichmann, Lisa Ann Gerdes, Tania Kümpfel, Klaus Dornmair, Eduardo Beltrán, Martin Kerschensteiner, Naoto Kawakami

**Keywords:** Neuroimmunology, Blood-brain barrier, Autoimmunity, Multiple sclerosis, Lymphocytes

## Abstract

Multiple sclerosis (MS) involves the infiltration of autoreactive T cells into the CNS, yet we lack a comprehensive understanding of the signaling pathways that regulate this process. Here, we conducted a genome-wide in vivo CRISPR screen in a rat MS model and identified 5 essential brakes and 18 essential facilitators of T cell migration to the CNS. While the transcription factor ETS1 limits entry to the CNS by controlling T cell responsiveness, three functional modules, centered around the adhesion molecule α4-integrin, the chemokine receptor CXCR3 and the GRK2 kinase, are required for CNS migration of autoreactive CD4^+^ T cells. Single-cell analysis of T cells from individuals with MS confirmed that the expression of these essential regulators correlates with the propensity of CD4^+^ T cells to reach the CNS. Our data thus reveal key regulators of the fundamental step in the induction of MS lesions.

## Abstract (web summary)

Multiple sclerosis (MS) lesions are initiated by the infiltration of T cells to the CNS. Here, Kendirli et al. use a genome-wide CRISPR screen in an MS model to define the molecules that regulate T cell entry to the CNS.

## Main

MS is the most common disabling neurological disease in young adults. In MS, the cascade of tissue injury is initiated when activated autoreactive T cells infiltrate the CNS^1–3^. The importance of this step in MS pathogenesis is well evidenced from studies in rodent models of the disease and in humans. The capacity of CD4^+^ T cells to induce CNS inflammation has, for example, been demonstrated in rodent experimental autoimmune encephalomyelitis (EAE) models, in which activated T cells recognizing myelin basic protein (MBP) are transferred into naïve rodents where they induce an MS-like disease^4^. Experiments in such models have delineated the migratory path of encephalitogenic T cells to the CNS^5^; uncovered the compartments and cellular interactions that shape the induction of CNS inflammation^6,7^ and aided in the identification of adhesion molecules, such as α4-integrin, that are required for T cell migration to the CNS^6,8^. Clinical data have confirmed the importance of these processes in individuals with MS, showing that many of the gene loci conferring increased risk of the disease are predicted to affect CD4^+^ T cell activation and differentiation^9^; that there is an MS-associated immune gene signature in a subset of CD4^+^ T cells in monozygotic twins discordant for the disease^10^; that CD4^+^ T cells start colonizing the CNS from early stages of the disease^11^; and that therapies targeting T cell migration can be effective in ameliorating MS^12^.

Despite significant advances in our understanding of MS and how to treat it, most studies to date have focused on assessing and validating the roles of molecules known to be involved in T cell trafficking. However, this has left key knowledge gaps in the field, and we lack a comprehensive understanding of the essential molecular cues and signaling streams that enable or limit T cell entry to the CNS and may thus represent alternative targets for therapy. The advent of CRISPR gene editing technology now raises the possibility of conducting comprehensive and unbiased loss-of-function screens in disease models in vivo: indeed genome-wide CRISPR screens have been successfully used to answer questions related to cancer initiation, propagation and therapy^13,14^, as well as to reveal the mechanisms regulating critical immunological processes including T cell activation, proliferation and fate determination^15–17^. To date, this powerful approach has not been applied to study the initiation of CNS inflammation.

Here we used a rodent MS model and combined an unbiased genome-wide CRISPR screen with functional in vivo validation studies, multiphoton microscopy and in vitro mechanistic experiments, to provide a definite molecular characterization of the central step in MS pathogenesis, the infiltration of autoreactive T cells to the CNS.

## Results

### CRISPR screen identifies essential regulators of T cell migration to the CNS

To study the molecular regulation of autoreactive T cell trafficking to the CNS in MS, we used a rat EAE model, in which an MS-like disease is induced by the transfer of MBP-reactive T (T_MBP_) cells^4,7,18^. We first conducted a genome-wide screen to identify candidate molecules whose deletion significantly enhanced or impaired T_MBP_ cell migration into the CNS. We transduced T_MBP_ cells in a first step with the Cas9 nuclease and enhanced green fluorescent protein (EGFP), and then with blue fluorescent protein (BFP) and a genome-wide CRISPR library containing 87,690 single guide RNAs (sgRNAs) targeting 21,410 genes and 396 microRNAs (miRNAs), as well as 800 non-targeting (NT) control sgRNAs. We included 300 × 10^6^ T cells per replicate transduced at a multiplicity of infection (MOI) < 0.3 so that statistically most T cells would contain no more than one sgRNA^19^, each different sgRNA would be present in about 1,000 T cells (1,000× coverage) and each gene would be targeted by four different sgRNAs. After 6 d, these cells were injected intravenously into naïve Lewis rats. Three days later, at the time of first EAE symptoms, we isolated T cells from the blood, spleen, spinal cord meninges and parenchyma (Fig. 1a) and used next-generation sequencing (NGS) followed by bioinformatic analysis with the MAGeCK software^20^ to compare the sgRNA distribution for each gene between each of the peripheral and CNS compartments (Fig. 1b). To the list of genes showing a differential distribution between compartments, we applied a set of selection criteria based on effect size and statistical significance (Methods and Supplementary Table 1), leading to the identification of 1,961 candidate target genes for a subsequent validation screen. *Itga4*, which encodes the target of the therapeutic monoclonal antibody natalizumab, α4-integrin, was one of the most-depleted genes in all comparisons of peripheral compartments versus the CNS (Fig. 1b), validating the ability of this approach to identify clinically relevant molecules. Furthermore, we found that many of the same genes appeared to regulate the entry of autoreactive T cells to both the meninges and the spinal cord parenchyma in EAE (Extended Data Fig. 1).

**Fig. 1:**
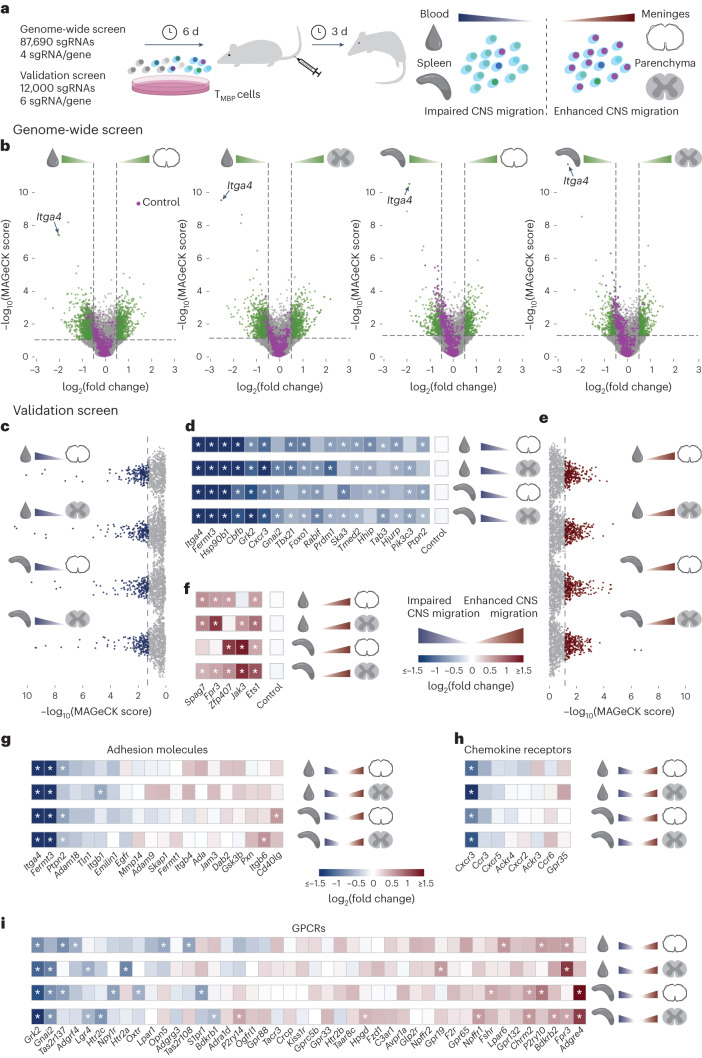
Genome-wide CRISPR screen identifies genes essential for autoreactive T cell migration to the CNS. **a**, Experimental design. T_MBP_ cells were transduced in vitro with the genome-wide or validation CRISPR libraries, positively selected, reactivated and injected intravenously into Lewis rats. After 3 d, at disease onset, they were collected from blood, spleen, spinal cord meninges and parenchyma for analysis. **b**, Volcano plots depicting the genome-wide screen results per gene across four tissue comparisons. Green dots represent genes whose KO showed a sizeable change in the ability of T_MBP_ cells to migrate into the CNS. Lilac dots indicate controls. Lines at *P* value = 0.05 and log_2_(fold change) = ±0.5. **c**–**f**, Validation screen results showing the top-ranking genes whose KO showed impaired (**c**) or enhanced (**e**) migration into the CNS, across comparisons, and log_2_(fold change) heat maps showing the genes essential for ‘facilitating’ T_MBP_ cell entry into the CNS (KO impairs migration, blue) (**d**) or for ‘braking’ CNS migration (KO enhances migration, red) (**f**). Essential candidates were defined as detailed in the Methods. **g**–**i**, log_2_(fold change) heat maps depicting the effects of gene KOs on T_MBP_ cells migration in the validation screen for adhesion-related genes (**g**) (GO terms GO.0050901, GO.0033631 and GO.0005178), chemokine receptors (**h**) (GO.0004950) and GPCRs (**i**) (GO.0004930, GO.0004703, GO.0001664 and guanine nucleotide-binding genes of GO.0001664, excluding genes present in GO.0004950 or GO.0004896). For **g**–**i**, only genes of the GO term with a *P* value < 0.05 (**g** and **h**) or *P* < 0.01 (**i**) and ≥3 ‘neg/pos|goodsgrna’ per the validation screen results are shown. Asterisks indicate, for all heat maps: *P* value < 0.05, absolute log_2_(fold change) > 3 standard deviations of the log_2_(fold changes) of the controls and ≥3 ‘neg/pos|goodsgrna’. Source data

In a validation screen, we repeated the adoptive transfer experiment for the 1,961 candidate gene targets identified in the genome-wide screen, but this time targeted more stringently with 6 sgRNAs per gene and with stricter selection criteria at the data analysis stage (for details, see Methods and Supplementary Table 2). Based on the relative fold change of the differential distribution and its robustness across sgRNAs and different compartments, we identified 18 essential ‘facilitators’ that are required for autoreactive T cell migration to the CNS (Fig. 1c,d) and 5 essential ‘brakes’ that limit T cell trafficking to the CNS (Fig. 1e,f). In contrast, none of the miRNAs fulfilled these criteria, indicating that no single miRNA is essential for either promoting or preventing T cell entry to the CNS (Extended Data Fig. 2). Furthermore, our approach also identified genes that differentially regulated the distribution of CD4^+^ T cells within the central (meninges versus spinal cord parenchyma) or peripheral (spleen versus blood) compartments; however, most of the genes involved showed comparably moderate fold changes (Extended Data Fig. 3).

The top-ranked hits of the 18 essential facilitators of CD4^+^ T cell entry to the CNS belonged the Gene Ontology (GO) terms related to ‘adhesion molecules’ (most prominently *Itga4* and the functionally related *Fermt3* gene; Fig. 1g), ‘chemokine receptors’ (in particular *Cxcr3*; Fig. 1h) and ‘G-protein-coupled receptor (GPCR)-related proteins’ (such as *Grk2* and *Gnai2*; Fig. 1i). Notably, some of the essential genes also encoded transcriptional regulators (Fig. 1d) including: *Cbfb*, which has so far been primarily implicated in T cell differentiation^21^; *Tbx21/*T-bet, which controls genes important for the function of the T_H_1 subset of helper T cells^22^; *Foxo1*, encoding a prominent regulator of metabolic T cell fitness^23^; and *Prdm1*, which is critical for both regulatory and cytotoxic T cell properties^24,25^. Only one essential regulator, *Ska3*, which encodes a component of the microtubule-binding SKA1 complex^26^, has a direct link to the cytoskeleton, indicating that most of the genes identified in our screen do not encode proteins that limit T cell mobility in general, but rather selectively impede trafficking from peripheral to CNS compartments.

### The adhesion module: ITGA4, FERMT3 and HSP90B1

To further characterize the ‘adhesion module’, we first validated the effects of *Itga4*-knockout (KO) on T cell migration by CRISPR editing. We co-transferred *Itga4*-KO T_MBP_ cells expressing EGFP with T_MBP_ cells edited with a NT control sgRNA and expressing BFP (control T_MBP_ cells) into rats and collected cells from the blood and spinal cord meninges and parenchyma 3 d later (Fig. 2a). By flow cytometry, we confirmed that *Itga4* deletion significantly reduced T_MBP_ cell migration into the rodent CNS (Fig. 2b,c). Accordingly, the transfer of *Itga4*-KO T_MBP_ cells alone failed to induce disease symptoms in the recipient rats, while rats that received control T_MBP_ cells showed the expected disease course (Fig. 2a,d).

**Fig. 2:**
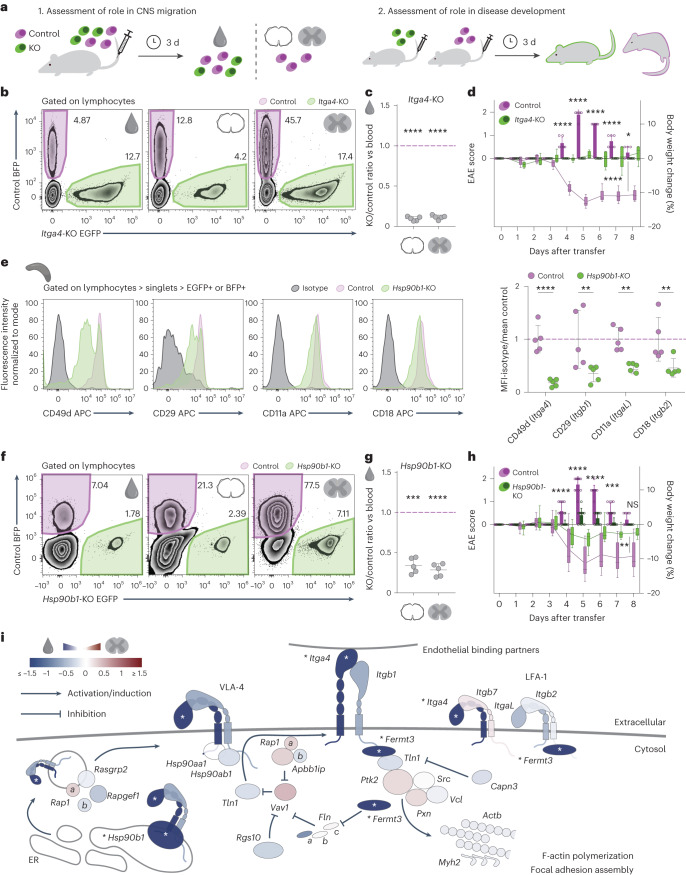
Functional validation of the adhesion module. **a**, Experimental design. KO-EGFP^+^ T_MBP_ cells were (1) co-transferred with control-BFP^+^ T_MBP_ cells or (2) transferred alone. (1) The relative proportions of control and KO cells in blood and CNS tissues were assessed by flow cytometry 3 d after transfer or (2) the animals were kept longer to assess disease development. **b**,**f**, Representative flow cytometry plots of T_MBP_ cells from blood, meninges and parenchyma after co-transfer with control and *Itga4*-KO (**b**) or *Hsp90b1*-KO (**f**) cells. **c**,**g**, Migratory phenotype of *Itga4*-KO (**c**) or *Hsp90b1*-KO (**g**) cells compared to control, shown as the ratio of KO to control T_MBP_ cells in meninges (left) or parenchyma (right) normalized to the KO/control ratio in blood. *n* = 5 rats. **d**,**h**, EAE score (bars) and weight changes (line) of control and *Itga4*-KO (**d**) or *Hsp90b1*-KO (**h**) injected animals; *n* = 6 rats per group for **d** and *n* = 12 control, *n* = 11 KO rats for **h**. **e**, Representative flow cytometry plots of integrin surface stainings of *Hsp90b1*-KO and control T_MBP_ cells isolated from the spleens of co-transferred rats 3 d after transfer; gray indicates isotype control, lilac indicates control, and green indicates KO. Right, quantification of the median fluorescence intensity (MFI) with isotype background subtraction normalized to the mean control intensity. *n* = 5 rats. **i**, Schematic of the adhesion module with genes color coded based on the parenchyma versus blood comparison. Asterisks indicate significance across at least three pairwise tissue comparisons (Methods). **c**,**g**, One-sample *t*-test against hypothetical mean = 1; **d**,**h**, bars and dots, EAE score; box-and-whiskers plot and line, body weight change; repeated-measures two-way analysis of variance (ANOVA; days 3–8 for disease score; **d**, *F* = 1094, *P* < 0.0001; **h**, *F* = 154.6, *P* < 0.0001, and days 0–8 for weight changes; **d**, *F* = 100.3, *P* < 0.0001; **h**, *F* = 11.89, *P* = 0.0024) and Sidak’s multiple-comparison test only for EAE score; **e**, two-way ANOVA (*F* = 51.13, *P* < 0.0001) with multiple comparisons with the two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli. Figures show the mean ± s.d. Not significant (NS), *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data

Considering other adhesion-related genes that might work alongside *Itga4* to drive T cell migration into the CNS, we next assessed the effects of knocking-out *Hsp90b1*. The HSP90 heat shock protein family has been proposed to act as chaperones and allow correct folding of integrins^27^. Here we now show that one member, HSP90B1, in particular is essential for α4-integrin actions as *Hsp90b1*-KO T_MBP_ cells displayed a marked reduction of α4-integrin surface expression as well as a moderate reduction of the surface expression of ß1-integrin and the lymphocyte function associated-antigen 1 (LFA-1) components αL-integrin and ß2-integrin (Fig. 2e) compared to control T_MBP_ cells. The moderate effects of HSP90B1 on ß1-integrin expression might be secondary to the reduced surface presence of α4-integrin as the deletion of *Itga4* also reduced the expression of its binding partner ß1-integrin, while it did not result in marked changes of αL-integrin and ß2-integrin surface expression (Extended Data Fig. 4). Notably, this chaperone function of HSP90B1 appears to be conserved in humans, as CRISPR editing of HSP90B1 in human CD4^+^ T cells isolated from peripheral blood resulted in a marked reduction of the surface expression of CD49d/α4-integrin (Extended Data Fig. 4). In line with the marked effects of HSP90B1 on α4-integrin surface expression, we observed a moderate yet significant reduction in T cell trafficking to spinal cord meninges and parenchyma (Fig. 2f,g), and a significantly milder EAE course (Fig. 2h) when *Hsp90b1*-KO T_MBP_ cells were transferred into rats. Like *Itga4*-KO T_MBP_ cells, *Hsp90b1*-KO T_MBP_ cells did not show altered expression of activation markers or the cytokines interferon (IFN)-γ and interleukin (IL)-17A (Extended Data Fig. 4).

Taken together, these results outline the functional T cell adhesion module that contains α4-integrin, its intracellular binding partner kindlin3 (encoded by *Fermt3*, identified in our validation screen and with an established role in the intracellular activation of integrins^28^), and its chaperone HSP90B1 (Fig. 2i). Notably, all other adhesion-related genes in our screen are nonessential (at least by our strict definition) and even deletion of *Itgb1* that encodes ß1-integrin, which pairs with α4-integrin to form VLA-4, the binding partner for endothelial VCAM-1, shows only a mild reduction in T cell migration to the CNS, likely because it can be replaced by other ß-integrins such as ß7-integrin^29^.

### The chemotaxis module: CXCR3, GNAI2 and TBX21

CXCR3, the receptor for CXCL9, CXCL10 and CXCL11, was the only top hit in our screen among the chemokine receptor family, despite previous work implicating both CXCR3 and CCR5 as regulators of T cell trafficking in the leptomeninges^7^. We first confirmed the essential role of CXCR3, showing that *Cxcr3*-KO T_MBP_ cells but not *Ccr5*-KO T_MBP_ cells migrated significantly less to the spinal cord meninges and parenchyma compared to co-transferred control T_MBP_ cells (Fig. 3a,b and Extended Data Fig. 5). Accordingly, transfer of *Cxcr3*-KO T_MBP_ cells induced significantly milder disease than did control T_MBP_ cells (Fig. 3c). This effect is likely related to the altered migratory capacities of these cells as *Cxcr3*-KO T_MBP_ cells did not show significant changes in the expression of adhesion molecules, activation markers or the cytokines IFN-γ and IL-17A (Extended Data Fig. 5).

**Fig. 3:**
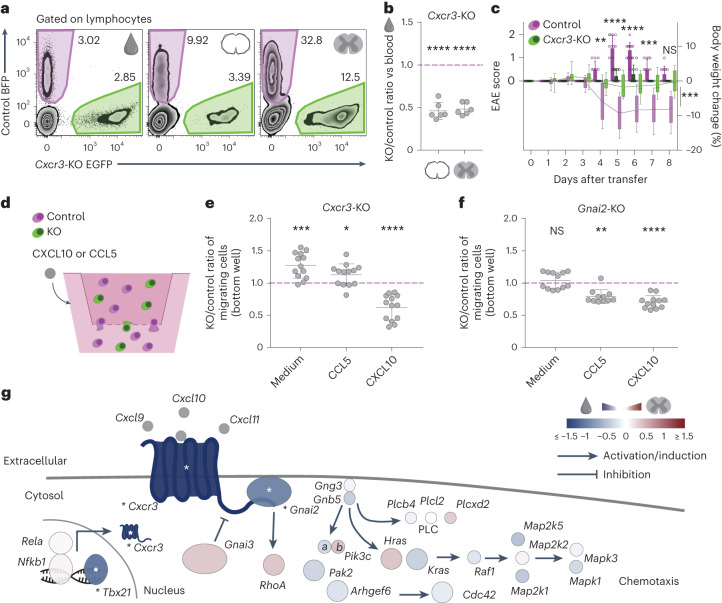
Functional validation of the chemotaxis module. **a**, Representative flow cytometry plots of T cells from blood, meninges and parenchyma after a co-transfer experiment with control and *Cxcr3*-KO cells. **b**, Migratory phenotype of *Cxcr3*-KO cells compared to control, shown as the ratio of KO and control T_MBP_ cells in meninges (left) or parenchyma (right) normalized to the KO/control ratio in blood. *n* = 6 rats. **c**, EAE score (bars) and weight changes (line) of control and *Cxcr3*-KO injected animals; *n* = 12 rats per group. **d**, Experimental design of in vitro transwell T_MBP_ cell migration experiments. Cells were seeded in the top chamber with medium, and control medium or chemokines were added to the bottom chamber. **e**,**f**, In vitro migration in response to chemokine gradient of *Cxcr3*-KO (**e**) cells and *Gnai2*-KO (**f**) cells normalized to control. *n* = 13 transwell assays for *Cxcr3*-KO; *n* = 12 for *Gnai2*-KO medium and CXCL10; *n* = 11 for *Gnai2*-KO CCL5. **g**, Schematic of the CNS chemotaxis module centered around CXCR3. Genes are color coded based on the CRISPR screen phenotype in the parenchyma versus blood comparison. Asterisks indicate significance across at least three pairwise tissue comparisons (Methods). **b**,**e**,**f**, One-sample *t*-test or Wilcoxon signed-rank test against hypothetical mean = 1; **c**, bars and dots, EAE score; box-and-whiskers plot and line, body weight change; repeated-measures two-way ANOVA (days 3–8 for disease score (*F* = 111.5, *P* < 0.0001) and days 0–8 for weight changes (*F* = 18.22, *P* = 0.0003)) and Sidak’s multiple-comparison test only for EAE score. Figures show the mean ± s.d. NS, *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data

Further analysis of this ‘chemotaxis module’ suggests that, in addition to CXCR3, two key proteins might be involved in chemoattraction of T cells into the CNS: the guanine nucleotide-binding protein GNAI2, which is linked to the intracellular transduction of signals induced by the CXCL9, CXCL10 and CXCL11 chemokines^30^ and TBX21/T-BET, which controls the expression of the CXCR3 receptor^22^. To assess the role of GNAI2 in CXCR3-mediated migration, we compared the migration of *Cxcr3*-KO and *Gnai2*-KO T_MBP_ cells to control T_MBP_ cells in a transwell chemotaxis assay. We found that *Cxcr3*-KO T cells showed altered transmigration in response to the CXCR3 ligand CXCL10, but not to the unrelated chemokine CCL5, while *Gnai2*-KO reduced migration toward both chemokines (Fig. 3d–f). This indicates that GNAI2 transduces the effects of CXCR3 on T cell migration and indeed we observed that *Gnai2*-KO T_MBP_ cells showed impaired migration to meninges and spinal cord parenchyma after transfer (Extended Data Fig. 5). Furthermore, CRISPR editing of the transcriptional regulator TBX21/T-BET in rat T_MBP_ cells and human CD4^+^ T cells confirmed its critical role for controlling CXCR3 expression, which is conserved across species (Extended Data Fig. 5). Thus, based on these analyses, the chemotaxis module comprises CXCR3, GNAI2 and the transcription factor TBX21/T-BET (Fig. 3g).

### The egress module: GRK2 controls T cell trafficking via S1PR1

Among the GPCR-related proteins, the GPCR kinase 2 (GRK2) is the dominant hit in our screen with one of strongest effect sizes of any regulator outside the adhesion module (Fig. 1d,i). This was unexpected as GRK2 haploinsufficiency in mice had been previously related to an earlier disease onset in the EAE model^31^. Here we now established the essential role of GRK2 for CNS migration by transferring CRISPR-edited *Grk2*-KO T_MBP_ cells, which showed a significant reduction in their capacity to reach either spinal cord meninges or parenchyma (Fig. 4a,b), and induced significantly milder disease symptoms (Fig. 4c), compared to control T_MBP_ cells. As GRK2 has multiple potential target substrates and mechanisms^32^, we next asked which aspect of the transmigration process was affected by loss of GRK2. We performed in vivo multiphoton imaging of the rat spine after co-injection of *Grk2*-KO T_MBP_ cells expressing EGFP and control T_MBP_ cells expressing BFP (Fig. 4d). By tracking the location and movement of individual GRK2-deficient and GRK2-competent autoreactive T cells in the meninges, we found that GRK2 loss primarily affects the distribution of T cells between the intravascular and extravascular CNS compartments (Fig. 4e,f and Supplementary Movies 1 and 2), while the speed and the path lengths of crawling T cells along the vascular surface were mostly unaffected (Fig. 4g). Together with our observation that *Grk2*-KO T_MBP_ cells showed neither alterations in the expression of adhesion molecules, activation markers or the cytokines IFN-γ and IL-17A nor marked changes of their transcriptomic profile (Extended Data Fig. 6), this argues that loss of GRK2 alters the responsiveness of T cells to signals that determine their diapedesis but does not affect either their adhesion to the endothelial cells or their overall activation status or movement properties. These results are reminiscent of the altered trafficking of GRK2-deficient B cells between blood and lymph nodes that has been related to the desensitization of the S1PR1 receptors by GRK2 (ref. ^33^). Therefore, we next asked whether this mechanism was also important for T cell migration to the CNS using co-transfer experiments (Fig. 4h). 

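RNA of *Grk2*-KO and control T_MBP_ cells isolated from the spleen on day 3 after transfer was sequenced by 3′ bulk mRNA-seq, in which reads come from the 3′ ends of transcripts, with 3 libraries per genotype. The authors aligned the reads to the rat genome with STAR, counted them per gene with HTSeq-count and divided the counts by DESeq2 size factors (poscounts), and these normalized counts were analysed here. All positive values (100%) were whole numbers of reads multiplied by 1 factor per library, so that the reads behind each value were recovered. Between 1168268 and 1314156 reads per control library were counted on genes, with a median of 1178950, and between 1253869 and 1473215 reads per *Grk2*-KO library, with a median of 1432238. The most abundant gene, a mitochondrial gene, took between 13.8% and 16.1% of the counts of each library. The 6985 genes with a mean normalized count of at least 10 over the 6 libraries were tested with limma (lmFit, and eBayes with a trend of the variance on the mean) on log2(normalized count + 1). Replicate number was included as a block, because the paper corrected for the animal when applicable, although the authors' deposited *Grk2* comparison is matched by DESeq2 with a prior on fold changes, tried after seeing the data, only when no block is used, and p values were adjusted with the Benjamini-Hochberg method. The sample labels number the replicates but do not state which libraries came from the same animal, so that values without the block are given as well.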

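*Grk2* (ENSRNOG00000018985) lies on chromosome 1 of Rnor_6.0 from 219536219 to 219544328. Its normalized count was 158 ± 14.1 (SD, n = 3) in control cells and 68.3 ± 17.4 (SD, n = 3) in *Grk2*-KO cells, a log2 fold change of −1.22 (standard error 0.13, adjusted p = 1.76e-12 from limma). This standard error rests mostly on the variance trend, and the log2 ratios of the 3 replicate pairs were −1.62, −1.36 and −0.69. All *Grk2*-KO libraries were below all control libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With each replicate left out in turn, the log2 fold change of *Grk2* stayed between −1.49 and −1.03, and without replicate 2 its adjusted p was 0.053. Over the 15 alternatives that kept the variance trend its adjusted p ranged from 7.61e-16 to 0.053.
Of the 6985 genes, 109 had an adjusted p under 0.05, of which 65 were higher and 44 lower in *Grk2*-KO cells and 106 changed in the same direction in all 3 replicate pairs. An unadjusted p under 0.05 was found for 728 genes. With no replicate block 19 genes passed, all among the 109, and without replicate 2 only 6 did. When eBayes was run without the variance trend, 0 genes passed and 571 had an unadjusted p under 0.05, so that the small adjusted p values rest on that trend. The share of called genes that were higher in *Grk2*-KO cells was 59.6% with the authors' scaling and 45.3% after quantile normalization. A log2 fold change beyond 1 in either direction was found for 19 of the 109 genes. Among the genes called in the authors' deposited comparison, *Ccr3* fell from 253 ± 39.9 to 110 ± 12.0 (log2 fold change −1.18, standard error 0.11, adjusted p = 8.38e-17) and *Vim* rose from 4888 ± 237 to 6837 ± 198 (SD, n = 3; log2 fold change 0.48, standard error 0.07, adjusted p = 1.14e-08 from limma). The rise of *Vim* did not pass after quantile normalization, the setting with the highest of its adjusted p values, which ranged from 2.5e-13 to 0.0723 with the trend kept.
Extended Data Fig. 6 reports flow cytometry of proteins whose genes are *Itga4*, *Itgal*, *Itgb2*, *Itgb1*, *Tnfrsf4*, *Il2ra*, *Ifng* and *Il17a*, and 7 of these 8 genes could be tested at the mRNA level. The methods call the surface staining of Extended Data Figs. 4–7 in vitro, whereas the mRNA came from spleen cells on day 3 after transfer. *Ifng* had a normalized count of at most 5.42 in any library, and a difference was not detectable at this depth. *Itgb1* (chromosome 19, 61677541 to 61725535) had a normalized count of 3376 ± 117 in control cells and 4341 ± 94.0 in *Grk2*-KO cells (SD, n = 3), a log2 fold change of 0.36 (standard error 0.07, adjusted p = 5.52e-05 from limma). It rose in all 3 pairs, with an adjusted p between 9.1e-06 and 0.053 over the 15 alternatives that kept the variance trend, the highest without replicate 2. *Il2ra* fell from 265 ± 50.1 to 199 ± 40.6 (SD, n = 3), a log2 fold change of −0.42 (standard error 0.10, adjusted p = 0.00512 from limma), and its adjusted p was 0.327 without the block and ranged from 0.0022 to 1 over the same alternatives. Adjusted over the list alone 3 of the 7 genes passed, the third being *Itga4* (log2 fold change −0.21, adjusted p over all genes 0.346), and adjusted over all genes 2 did. The log2 fold changes of *Itgal* and *Il17a* were −0.02 and −0.01. As a set the 7 genes changed in mixed directions (limma's fry test, adjusted p = 0.00274 over 8 gene sets), which 1.6% of 1000 random lists of the same size also reached. A rank test of their absolute t statistics against those of the other genes, with an estimated correlation between genes (cameraPR), gave an adjusted p of 0.236. It asks another question than fry. Over the 11 alternatives of this set the adjusted p ranged from 0.000191 to 0.236.

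**Figure D1:**
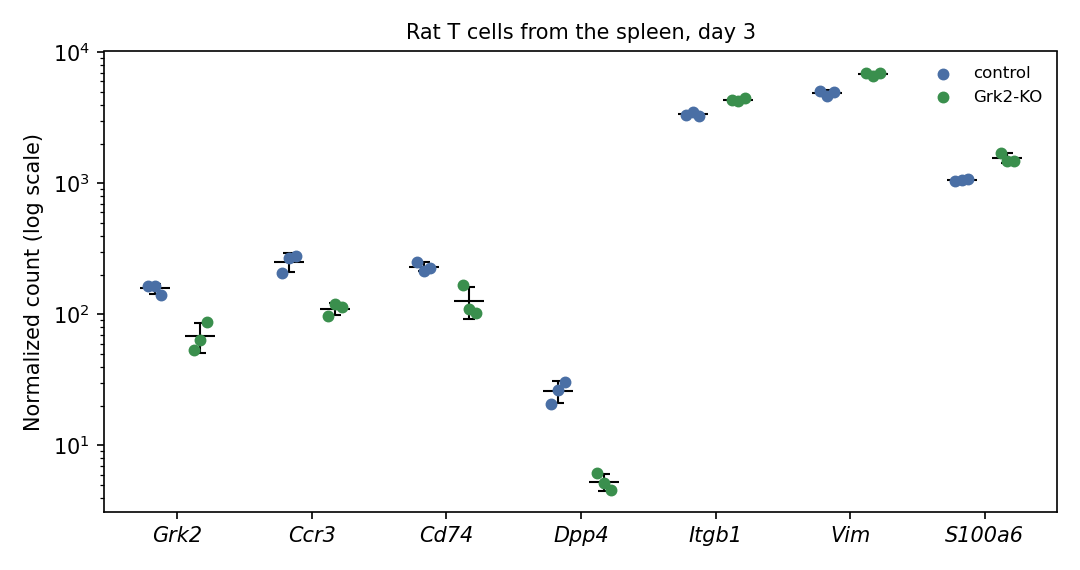
Normalized counts of 7 genes in rat T_MBP_ cells from the spleen on a log axis. Points are single libraries, 3 control and 3 *Grk2*-KO per gene, with the mean and SD, and *Grk2*, *Ccr3*, *Cd74* and *Dpp4* lie lower and *Itgb1*, *Vim* and *S100a6* higher in the *Grk2*-KO libraries.

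From the lack of marked changes in the transcriptome and in these surface and cytokine proteins, together with its imaging, the paper argues that GRK2 loss alters how T cells respond to signals that determine diapedesis and leaves adhesion, activation and movement unaffected.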

We found that, while *Grk2*-KO T cells showed a marked impairment in trafficking from blood to either CNS compartment, these deficits were ameliorated if T cells lacked both *Grk2* and *S1pr1* (Fig. 4i). As trafficking from the blood to CNS was unaltered in T_MBP_ cells deficient for *S1pr1* alone (Fig. 4i), these findings demonstrate that the essential contribution of GRK2 to the CNS entry of T cells is mediated via S1PR1 (Fig. 4j).

**Fig. 4:**
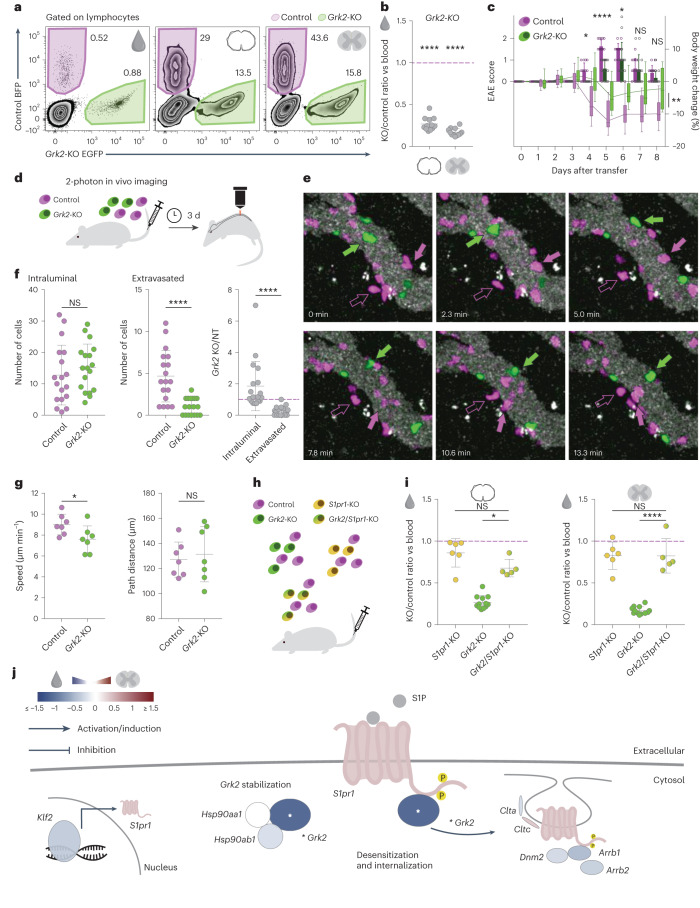
Functional validation of the egress module. **a**, Representative flow cytometry plots of T cells from blood, meninges and parenchyma after a co-transfer experiment. **b**, Migratory phenotype of *Grk2*-KO cells compared to control, shown as the ratio of KO/control in meninges (left) or parenchyma (right) normalized to the KO/control ratio in blood. *n* = 12 rats. **c**, EAE score (bars) and weight changes (line) of control and *Grk2*-KO injected animals; *n* = 15 rats per group. **d**, Experimental design for intravital two-photon imaging. **e**, Time-lapse images tracking cells along the meningeal vasculature. Lilac indicates control cells, and green indicates *Grk2*-KO cells; filled arrows indicate cells inside the blood vessel lumen, and empty arrows indicate extravasated cells. **f**, Distribution of cells in the leptomeninges vasculature. Left, intraluminal cell count; middle, extravasated cell count; right, ratio of KO/control cells derived from data in the previous two plots. *n* = 3 animals, 5–7 images per animal, for a total *n* = 18 images. **g**, Analysis of speed (left) and path distance (right) of cells crawling in the blood vessels. Data summarized per movie, *n* = 3 animals, 2–3 movies per animal, 15–76 cells per condition per movie, for a total *n* = 7 movies. **h**, Experimental design. **i**, Migratory phenotype of KO T_MBP_ cells compared to control T_MBP_ cells, shown as the ratio of KO to control in meninges (left) or parenchyma (right) divided by the KO/control ratio in blood. *n* = 6 rats for *S1pr1*-KO; *n* = 12 rats for *Grk2*-KO same data as in **b**; *n* = 5 rats for *Grk2*/*S1pr1*-KO. **j**, Schematic of the egress module with genes color coded based on the parenchyma versus blood comparison. Asterisks indicate significance across at least three pairwise tissue comparisons (Methods). **b**, One-sample *t*-test against hypothetical mean = 1; **c**, bars and dots, EAE score; box-and-whiskers plot and line, body weight change; repeated-measures two-way ANOVA (days 3–8 for disease score (*F* = 13.82, *P* = 0.0009) and days 0–8 for weight changes (*F* = 12.69, *P* = 0.0013)) and Sidak’s multiple-comparison test only for EAE score; **f**,**g**, Paired parametric *t*-test or Wilcoxon matched-pairs signed-rank test; **i**, Kruskal–Wallis test (Kruskal–Wallis = 17.01, *P* = 0.0002) with Dunn’s multiple-comparison test for meninges, and one-way ANOVA (*F* = 75.6, *P* < 0.0001) with Turkey’s multiple-comparison test for parenchyma. Figures show the mean ± s.d. NS, *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data

To assess whether this S1PR1–GRK2 axis is similarly operative in human T cells, we used CRISPR-edited human CD4^+^ T cells isolated from the peripheral blood of healthy donors (Fig. 5a). Our results demonstrate that human T cells lacking GRK2 showed partially impaired internalization of S1PR1 in response to both S1P and fingolimod exposure (Fig. 5b,c). Furthermore, when we assessed the effects of GRK2 on the downstream signaling of S1PR1, we observed that the absence of GRK2 resulted in an excessive phosphorylation of ERK1/ERK2 (ref. ^34^) in response to S1P stimulation (Fig. 5d).

**Fig. 5:**
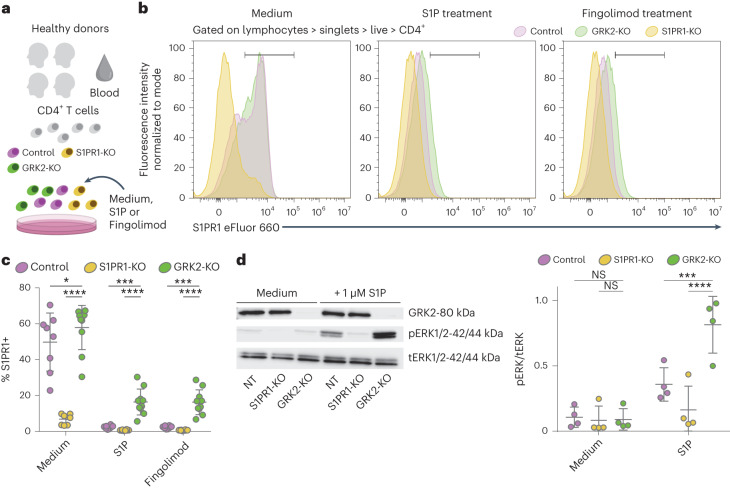
GRK2 mediates S1PR1 internalization in human T cells. **a**, Scheme of the experimental design. CD4^+^ T cells were collected from the buffy coats of healthy donors and CRISPR KOs were generated in vitro. Cells were treated with control medium, S1P or fingolimod, and S1PR1 internalization was measured by fluorescence-activated cell sorting (FACS) surface staining. **b**, Representative flow cytometry plots of control and KO T cells for medium, S1P and fingolimod treatment conditions. **c**, Quantification of the percentage of S1PR1 surface expression after treatment. *n* = 1–3 independent internalization assays from four donors for all groups, for a total of *n* = 8 control and S1PR1-KO, *n* = 10 GRK2-KO S1PR1 internalization assays. **d**, Representative western blot image (left) and quantification (right) of MAPK (ERK1/ERK2) phosphorylation following S1PR1 stimulation with the endogenous ligand S1P. Phospho-ERK1/ERK2 values are shown normalized to total ERK1/ERK2. *n* = 4 donors. Phospho-ERK1/ERK2 and total ERK1/ERK2 blots were run in parallel, GRK2 was stained in the phospho-ERK1/ERK2 blot. **c**,**d**, Two-way ANOVA (**c**, *F* = 83.26, *P* < 0.0001; **d**, *F* = 11.13, *P* = 0.0007) with multiple comparisons with the two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli. Figures show the mean ± s.d. NS, *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data

Taken together, these data delineate a third functional module that controls the egress of T cells by shifting the balance of attraction between blood and the CNS. This module is centered around the GRK2-mediated phosphorylation of S1PR1, which is likely induced by prolonged exposure of T cells to the S1P ligand in the blood, resulting in desensitization and subsequent internalization of S1PR1 (Fig. 4j). Our results indicate that *Grk2*-KO T cells are unable to egress from the blood even though they still receive attractive signals from the CNS, can adhere to the endothelium and can move inside blood vessels. Remarkably, the actions of S1PR1 agonists, effective therapeutic interventions in MS, also result in impaired S1PR1 signaling^35^. In individuals treated with these agonists, however, it is assumed that the failure of T cells to respond to S1P-mediated attraction to blood sequesters these cells in peripheral lymphoid tissues before they can even reach the CNS. Here too, *S1pr1* KO did not affect the distribution of T_MBP_ cells between blood and CNS compartments (Fig. 4i) but led to an accumulation of these cells in the spleen (*S1pr1*-KO/control ratio in spleen versus blood of 1.37 ± 0.25 (s.d.), *P* = 0.0291, *n* = 5 rats; Extended Data Fig. 3) and parathymic lymph nodes (*S1pr1*-KO/control ratio in lymph nodes versus blood of 5.60 ± 3.24 (s.d.), *P* = 0.0336, *n* = 5 rats). Thus, our findings reveal the delicate regulatory balance that governs S1PR1 signaling during T cell trafficking, with either sustained blocking of signal transmission (as achieved by S1PR1 agonists) or a failure to curb signal transmission (as induced by GRK2 deficiency) preventing encephalitogenic T cells from entering the CNS.

### ETS1 controls responsiveness of autoreactive T cells

In addition to the genes that facilitate CD4^+^ T cell entry to the CNS, our screen also detected five essential regulators, the loss of which resulted in enhanced T cell trafficking to the spinal cord meninges and parenchyma. The top-ranked hit among these brakes of endogenous CNS migration was the transcriptional regulator ETS1, which regulates differentiation, survival and proliferation of lymphoid cells^36^, and limits pathogenic T cell responses in atopic and autoimmune reactions^37,38^. To validate the role of ETS1 in T cell migration into the CNS, we again used CRISPR editing to delete this gene in T_MBP_ cells and then co-transferred *Ets1*-KO and control cells into rats and assessed their trafficking. This confirmed that *Ets1* deletion results in increased trafficking to both meninges and parenchyma (Fig. 6a,b). Subsequent transcriptional analysis of *Ets1*-KO CD4^+^ T cells isolated from the CNS compartment showed that these cells were likely to be more responsive to cytokine signals, and showed greater expression of genes encoding proinflammatory and cytotoxic mediators including IL-17, TNFRSF9, NKG7 and PRF1 (Fig. 6c–f), the expression levels of some of which were also increased in human *Ets1*-KO CD4^+^ T cells (Fig. 6g,h). 

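*Ets1*-KO T_MBP_ cells, which carried EGFP, and control T_MBP_ cells, which carried BFP and a non-targeting guide, were isolated from the spinal cord parenchyma of co-transferred rats on day 3 (Fig. 6c), and 3 libraries of each were sequenced. The table of normalized counts lists 32882 genes and was made by the authors and analysed here in the way described for the *Grk2*-KO cells. Between 1437169 and 1546206 reads per control library were counted on genes, with a median of 1495798, and between 1246779 and 1411767 per library labelled *Ets1*-KO, with a median of 1388240. The most abundant gene, also mitochondrial, took between 16.7% and 17.7% of the counts of each library. Libraries with the same replicate number were taken to come from the same rat. Of 7002 genes tested, 366 had an adjusted p under 0.05, of which 159 were higher and 207 lower in *Ets1*-KO cells, and 1186 had an unadjusted p under 0.05. In 357 of the 366 genes all 3 pairs changed in the same direction. The groups of 3 libraries did not overlap for 18.4% of the genes tested, where chance gives 10%. Without the variance trend 3 genes passed, the largest move among the alternatives, and with no replicate block 200 passed, all among the 366. The authors' deposited comparison, made with DESeq2, has 69 genes with an adjusted p under 0.05, and all 69 are among the 366. With edgeR's quasi-likelihood test 354 genes passed, of which 54.8% were higher in *Ets1*-KO cells, against 43.4% of the 366.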

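The edited gene, *Ets1* (ENSRNOG00000008941, chromosome 8 of Rnor_6.0, 33816385 to 33879625), had a normalized count of 2400 ± 150 (SD, n = 3) in control libraries and 2551 ± 183 (SD, n = 3) in libraries labelled *Ets1*-KO, a log2 fold change of 0.09 (standard error 0.07, adjusted p = 0.56 from limma). A two-sided exact permutation test of the 6 libraries gave p = 0.2, where 0.1 is the smallest p they allow. The reads come from the 3′ ends of transcripts and do not show the edited site. The paper assessed the editing of its KO lines in the DNA, and its supplement holds a western blot for ETS1.
*Tnfrsf9* (ENSRNOG00000036942, chromosome 5, 168009392 to 168035810) had a normalized count of 210 ± 29.7 in control and 771 ± 95.1 in *Ets1*-KO libraries (SD, n = 3), a log2 fold change of 1.87 (standard error 0.09, adjusted p = 6.6e-86 from limma). The standard errors of the parenchyma fit come from the variance trend alone and do not measure the spread of a gene's own pairs. For *Tnfrsf9* the log2 ratios of the 3 pairs were 1.53, 1.81 and 2.28. *Nkg7* (chromosome 1, 98492827 to 98493978) rose from 552 ± 75.0 to 1274 ± 107 normalized counts (SD, n = 3), a log2 fold change of 1.21 (standard error 0.08, adjusted p = 2.87e-49). *Prf1* (chromosome 20, 30915212 to 30921382) rose from 1376 ± 118 to 2794 ± 78.8 (SD, n = 3), a log2 fold change of 1.02 (standard error 0.07, adjusted p = 1.78e-45). *Il17a* (chromosome 9, 26841298 to 26844786) rose from 326 ± 71.5 to 480 ± 93.5 (SD, n = 3), a log2 fold change of 0.56 (standard error 0.09, adjusted p = 3.01e-07). *Il17f* stayed below the count minimum, at 3.52 ± 1.54 in control and 1.39 ± 0.55 in *Ets1*-KO libraries, and was not tested. *Tnfrsf9*, *Nkg7*, *Prf1* and *Il17a* were each higher in all 3 *Ets1*-KO libraries than in all 3 control libraries (exact permutation test, p = 0.1 for each). The log2 fold change of *Tnfrsf9* stayed between 1.67 and 2.04 and that of *Il17a* between 0.46 and 0.67 with each replicate left out in turn. Over the 15 alternatives that kept the variance trend, the highest adjusted p was 1.35e-13 for *Tnfrsf9*, 2.89e-11 for *Nkg7*, 3.26e-11 for *Prf1* and 0.321 for *Il17a*, the last in a DESeq2 fit without the block that was chosen after seeing the data. The adjusted p of *Il17a* ranged from 4.86e-08 to 0.321 over these alternatives and was not under 0.05 in 2 of them. Without the variance trend the adjusted p values of these 4 genes were between 0.105 and 0.289.

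**Figure D2:**
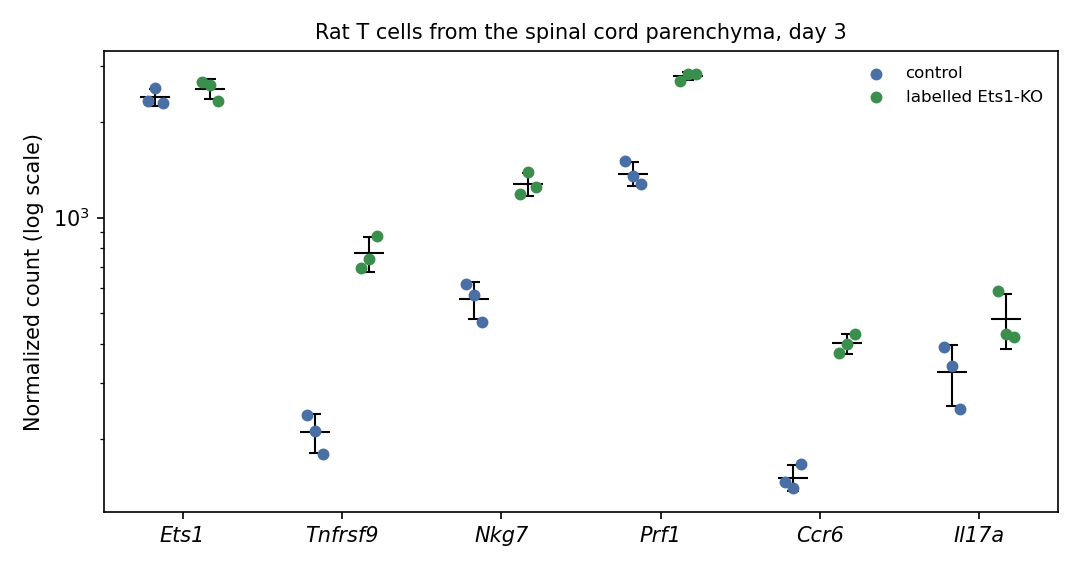
Normalized counts of 6 genes in rat T_MBP_ cells from the spinal cord parenchyma on a log axis. Points are single libraries, 3 control and 3 labelled *Ets1*-KO per gene, with the mean and SD, and the groups overlap for *Ets1* and are apart for the other genes.

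From the transcriptional analysis in Fig. 6c–f, the paper proposes that *Ets1*-KO cells in the CNS are more responsive to cytokine signals and states that they express more proinflammatory and cytotoxic mediators.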

In rats, this hyperresponsive and proinflammatory transcriptional phenotype is likely acquired as T cells traffic to the CNS as *Ets1*-KO CD4^+^ T cells isolated from the spleen showed no such transcriptional alterations and *Ets1*-KO CD4^+^ T cells before transfer did not display changes in the expression of activation molecules or the cytokines IFN-γ and IL-17A (Extended Data Fig. 7). 

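From the spleen, 3 libraries of *Ets1*-KO and 3 of control T_MBP_ cells were sequenced on day 3 after transfer, and their table of normalized counts was analysed as for the parenchyma. The libraries labelled *Ets1*-KO were deeper, with between 1909862 and 2248258 reads on genes and a median of 2108035, than the control libraries, with between 898092 and 1213485 reads and a median of 1201144. The same mitochondrial gene took between 9.14% and 13.7% of the counts of each library. The tables of the parenchyma and the spleen were scaled separately by the authors, so that effects in the tissues were compared as log2 ratios of *Ets1*-KO to control within each table and replicate. These ratios, 3 per tissue, were compared with limma over the 6520 genes that passed the count minimum in both tables.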

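In spleen cells the normalized count of *Ets1* was 2077 ± 135 (SD, n = 3) in control libraries and 2000 ± 325 (SD, n = 3) in libraries labelled *Ets1*-KO, a log2 fold change of −0.06 (standard error 0.11, adjusted p = 0.854 from limma; two-sided exact permutation test, p = 0.7). With each replicate left out in turn it lay between −0.14 and 0.01, the positive value without replicate 2. Of 6979 genes tested in the spleen, 155 had an adjusted p under 0.05, of which 71 were higher and 84 lower in *Ets1*-KO cells, and 984 had an unadjusted p under 0.05. With no replicate block 71 genes passed, and without replicate 1 only 3 did. Without the variance trend, the setting that moved the number most, 0 genes passed and 785 had an unadjusted p under 0.05. Genes higher in *Ets1*-KO cells made up 45.8% of the genes called with the authors' scaling and 53.7% with upper quartile scaling. Of the genes that could be tested in both tissues, 30 were called in both, 26 of them in the same direction.
*Nkg7* had 873 ± 33.6 normalized counts in control and 838 ± 44.7 in *Ets1*-KO spleen cells (SD, n = 3), a log2 fold change of −0.06 (standard error 0.11, adjusted p = 0.856 from limma). *Prf1* had 249 ± 51.5 and 192 ± 16.2 (SD, n = 3), a log2 fold change of −0.35 (standard error 0.14, adjusted p = 0.239). *Il17a* had 75.1 ± 6.93 and 91.3 ± 17.8 (SD, n = 3), a log2 fold change of 0.27 (standard error 0.17, adjusted p = 0.521). *Tnfrsf9* was listed at 0 in 5 of the 6 spleen libraries and did not reach the count minimum. With no filter its effect differed between the tissues by 1.49 on the log2 scale, with an adjusted p of 0.106. The effect of *Ets1* editing was larger in the parenchyma than in the spleen by 1.27 on the log2 scale for *Nkg7* (standard error 0.14, adjusted p = 1.85e-07) and by 1.38 for *Prf1* (standard error 0.15, adjusted p = 2.49e-07). For *Il17a* the difference was 0.30 (standard error 0.18, adjusted p = 0.496) and did not exceed what its error allows. Over the alternatives that kept the trend the adjusted p of the difference stayed at or under 3.51e-05 for *Nkg7* and 2.41e-05 for *Prf1*, and without the trend the values were 0.143 and 0.175. *Ccr6*, measured by qPCR in Extended Data Fig. 7, rose in both tissues, by 1.40 in the parenchyma (adjusted p = 1.78e-36) and by 1.25 in the spleen (adjusted p = 0.0343), with a difference of 0.15 (standard error 0.28, adjusted p = 0.882) that was −0.29 without replicate 1. The rise of *Ccr6* in the spleen did not pass in 4 of the 10 alternatives that kept the trend, which were no replicate block (adjusted p = 0.0805) and each replicate left out in turn (at most 0.191), the range over the alternatives that kept the trend being from 0.00675 to 0.191.
Of the 59 genes in the upregulated pathways of Fig. 6e, 50 could be tested in the spleen, where 25 were higher and 25 lower in *Ets1*-KO cells (median log2 fold change −0.02, fry adjusted p = 0.234). Adjusted over the list alone 12 of them passed, and adjusted over all genes 8, 5 of them higher and 3 lower. Among those higher was *Ccl5*, by 0.80 in the spleen (adjusted p = 0.000166 from limma, 0.182 without replicate 1) and by 0.38 in the parenchyma. Its difference between the tissues, −0.42, had an adjusted p of 0.0816 from limma. Over the 11 alternatives the adjusted p of this list ranged from 0.0256 to 0.6, and 3 of them, with quantile normalization (0.0488), with upper quartile scaling and without replicate 3, fell under 0.05. All 53 genes of the downregulated pathways could be tested, of which 39 were lower in *Ets1*-KO spleen cells (median log2 fold change −0.23, fry adjusted p = 0.0141), 21 of them called adjusted over the list alone and 16 adjusted over all genes. A p as small was reached by 1.5% of 1000 random lists of that size, and the adjusted p over the alternatives ranged from 0.00418 to 0.161. Over all genes 137 of 6520 differed between the tissues with an adjusted p under 0.05, 44 of them more positive in the parenchyma, and 897 had an unadjusted p under 0.05. Without replicate 1 the number was 28 and without the variance trend it was 2. Of the 336 genes called in the parenchyma that could be compared, which were thus chosen on these parenchyma libraries, 74 differed from the spleen.
The surface marker and cytokine genes listed for the *Grk2*-KO cells did not change as a set in *Ets1*-KO spleen cells (7 genes tested, fry adjusted p = 0.32), and none of them passed.

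**Figure D3:**
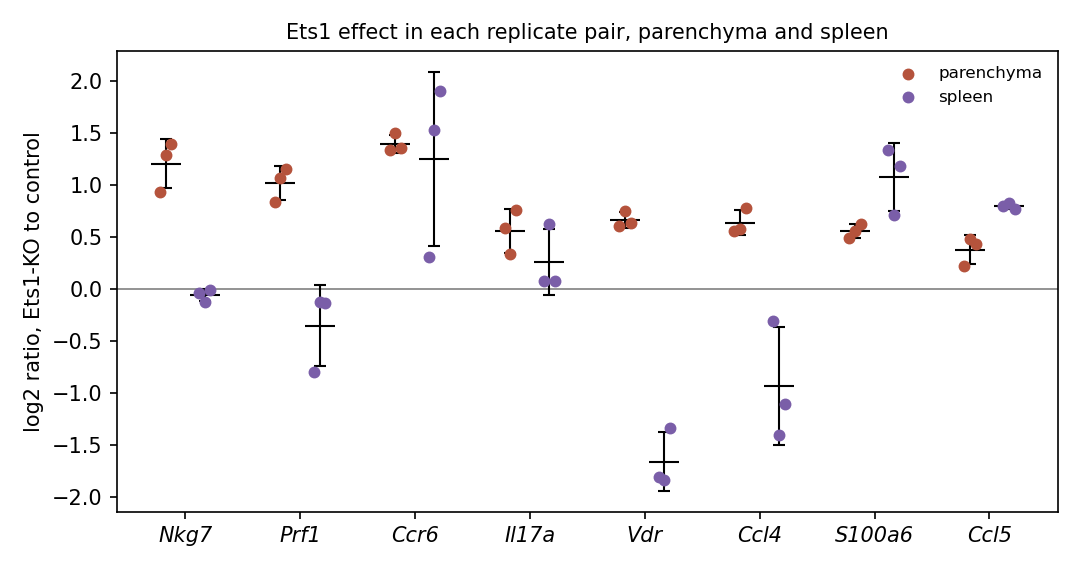
Log2 ratio of *Ets1*-KO to control in each replicate pair for 8 genes, in the parenchyma and in the spleen. Points are single pairs, 3 per tissue, with the mean and SD. The tissues are apart for *Nkg7*, *Prf1*, *Vdr* and *Ccl4*, with larger ratios in the parenchyma. They are also apart for *S100a6* and *Ccl5*, with larger ratios in the spleen, and overlap for *Il17a* and *Ccr6*.

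Reasoning from spleen cells and from cells before transfer (Extended Data Fig. 7), the paper proposes that *Ets1*-KO cells take on this phenotype on their way to the CNS.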

The findings that ETS1 appears to restrict both the trafficking of T cells to the CNS and their proinflammatory and possibly cytotoxic actions in the target tissue makes this transcriptional regulator an interesting target for therapeutic applications.

**Fig. 6:**
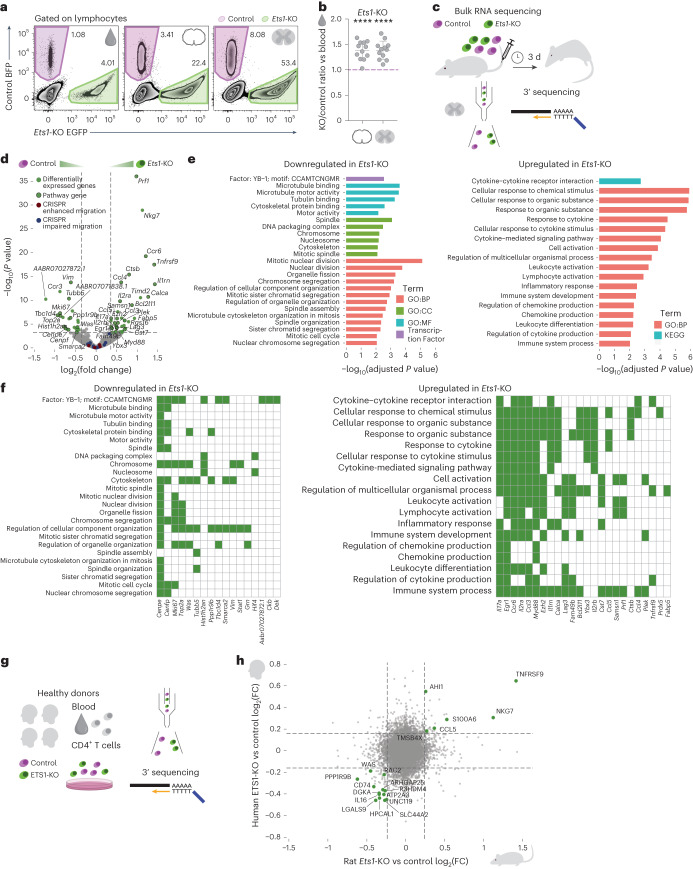
ETS1 inhibits CD4^+^ T cell migration to the CNS. **a**, Representative flow cytometry plots of T cells from blood, meninges and parenchyma after a co-transfer experiment with control and *Ets1*-KO T_MBP_ cells. **b**, Migratory phenotype of *Ets1*-KO cells compared to control, shown as the ratio of KO/control in meninges (left) or parenchyma (right) normalized to the KO/control ratio in blood. *n* = 12 rats. **c**, Experimental design of the bulk RNA sequencing (RNA-seq) of *Ets1*-KO and control cells from the parenchyma of co-transferred animals. **d**, Volcano plot of the RNA-seq results of *Ets1*-KO cells compared to control T_MBP_ cells. Lines at *P* value = 0.05 and log_2_(fold change) = ±3 standard deviations of the log_2_(fold change) of the sample. Green indicates significantly differentially expressed genes, with black circles around those belonging to pathways in **e**; blue indicates essential genes ‘facilitating’ CNS migration in T_MBP_ cells (‘CRISPR impaired migration’); red indicates essential genes ‘braking’ CNS migration (‘CRISPR enhanced migration’) in T_MBP_ cells derived from Fig. 1d,f. **e**, Pathway analysis of the top downregulated and top upregulated pathways in the *Ets1*-KO compared to control T_MBP_ cells. **f**, Significant (adjusted *P* < 0.05 and absolute log_2_(fold change) > 3 standard deviations of the sample) genes belonging to the pathways in **e**. **g**, Experimental design of the bulk RNA-seq of ETS1-KO and control human CD4^+^ T cells. **h**, Correlation between *Ets1*-KO versus control log_2_(fold change) in rat and ETS1-KO versus control log_2_(fold change) in human. Green indicates genes regulated in both species (*P* value < 0.05 in at least one species and absolute log_2_(fold change) > 2 times the standard deviation of the sample in both). **b**, One-sample *t*-test against hypothetical mean = 1. Figures show the mean ± s.d. NS, *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data

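The log2 fold changes of the 7002 genes tested in the parenchyma had an SD of 0.314, which places 3 SD at 0.942. Among the genes with an adjusted p under 0.05, 65 were beyond 3 SD, 28 of them higher in *Ets1*-KO cells. By the same rule the authors' deposited comparison gives 62 genes. The 5 largest rises among genes changed alike in all pairs were those of *Il1rn*, *Calca*, *Tnfrsf9*, *Alpl* and *Barx2*, and the 5 largest falls those of AABR07027872.1, *Kifc1*, *Kif15*, *Kif20b* and *Cenpe*. *Il1rn* (chromosome 3, 1452643 to 1468614) rose from 9.83 ± 2.09 to 82.8 ± 24.3 normalized counts (SD, n = 3), a log2 fold change of 2.93 (standard error 0.25, adjusted p = 2.53e-27 from limma). AABR07027872.1 (chromosome 17, 47870610 to 47878555) fell from 100.8 ± 13.0 to 22.9 ± 5.77 (SD, n = 3), a log2 fold change of −2.11 (standard error 0.20, adjusted p = 7.02e-23). *Calca* rose by 2.78, *Alpl* by 1.87 and *Barx2* by 1.73 on the log2 scale. *Kifc1* fell by 2.02, to a normalized count of 3.83 ± 0.37 close to the limit of detection, *Kif15* fell by 1.73, *Kif20b* fell by 1.67 and *Cenpe* fell by 1.65. Counts were also low for *Alpl* (6.64) and *Barx2* (9.52) in control and for *Kif15* and *Kif20b* (9.60 each) in *Ets1*-KO libraries. For these genes and *Kifc1* the authors' comparison lists no adjusted p and log2 fold changes between −0.51 and 0.60. It calls the other largest rises and falls.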

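The terms with a negative log10 adjusted p above 2 in the source data of Fig. 6e hold 59 genes in 19 upregulated terms and 53 genes in 29 downregulated terms. The paper chose these genes on the same libraries, so that their changes are not independent evidence. All 59 genes of the upregulated terms were higher in *Ets1*-KO cells of the parenchyma, with a median log2 fold change of 0.63 (fry adjusted p = 0.00318), and all 53 genes of the downregulated terms were lower, with a median of −0.68 (fry adjusted p = 0.00274). All 59 and all 53 passed adjusted over the list alone as well as adjusted over all genes. Without replicate 2 both adjusted p values were 0.0953. Over the 11 alternatives they ranged from 6.2e-05 to 0.0953 for the upregulated and from 0.000191 to 0.0953 for the downregulated terms. Random lists of the same sizes gave a p as small in 0.3% and 0.2% of 1000 draws.
Of the other 22 essential regulators overlaid in Fig. 6d, 16 could be tested, with 8 higher and 8 lower in *Ets1*-KO cells. The fry test for changes in mixed directions gave an adjusted p of 0.0177, but 25.3% of 1000 random lists of that size reached a p as small. The rank test against the other genes (cameraPR) gave an adjusted p of 0.6. Over the alternatives the adjusted p ranged from 0.000218 to 0.6. Adjusted over the list alone *Tbx21* and *Itga4* passed, and adjusted over all genes only *Tbx21* did (548 ± 10.2 and 697 ± 37.7 normalized counts, SD, n = 3, log2 fold change 0.35, standard error 0.08, adjusted p = 0.00169 from limma). Without replicate 2 the adjusted p of *Tbx21* was 0.107, and over the alternatives that kept the trend it ranged from 0.000449 to 0.107.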

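The rat log2 fold changes of the parenchyma from limma were set beside the log2 fold changes of human CD4+ T cells in the authors' deposited comparison, which are the paper's values, and no human library was analysed here. Matched by symbol, 6285 genes had a value in both species, and across these genes Pearson's r was 0.047 and Spearman's rho 0.048. Genes are not independent replicates, and with the log2 ratios of the single rat pairs r was 0.047, 0.028 and 0.022. The coefficient moved most with a count minimum of 50, to 0.102. With both species taken from the authors' comparisons r was 0.063 over 9961 genes.
With the rule of Fig. 6h, taken with an adjusted p under 0.05 in at least 1 species, 14 genes changed in the same direction by more than 2 SD in both species, 9 higher and 5 lower, and 13 changed in opposite directions. The number in the same direction was 7, 8 and 8 without replicates 1, 2 and 3, 4 with no filter and 5 with DESeq2. The same rule on both deposited comparisons gave 19 genes in the same direction, which are the 19 labelled in Fig. 6h, and 10 in opposite directions, and 4 of these 19 were among the 14. In the parenchyma 14 of the 19 labelled genes had an adjusted p under 0.05, 5 of them higher and 9 lower in *Ets1*-KO cells. In the spleen 18 could be tested and 4 passed, 3 higher and 1 lower. Of the 328 rat genes called in the parenchyma that had a human value, 193 (58.8%) changed in the same direction in human cells, against 51.9% of all matched genes. Of the genes that the paper names for the rat cells, *TNFRSF9* had a human log2 fold change of 0.64 and *NKG7* of 0.30 in the paper's comparison, which lists no adjusted p for them, and *PRF1* and *IL17A* had 0.05 and 0.04. *ETS1* itself had −0.32 there (the paper's adjusted p = 0.03 from DESeq2).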

### Essential regulators are associated with the CNS migration propensity of T cells in multiple sclerosis

To further assess the translational relevance of our findings, we performed single-cell transcriptomic analysis of 70,594 antigen-experienced CD4^+^ T cells isolated from the blood and 16,575 such cells isolated from the cerebrospinal fluid (CSF) of four untreated participants with MS and four control participants who had been diagnosed with idiopathic intracranial hypertension (IIH; Fig. 7a, for details, see Methods). Bioinformatic analysis revealed 12 distinct CD4^+^ helper T cell clusters (here termed T1 to T12) that differed in their level of activation, cytotoxicity and exhaustion, as well as a cluster of regulatory T (T_reg_) cells defined by FOXP3 expression (Fig. 7b,c and Extended Data Fig. 8). All T cell clusters were present in participants with MS and controls and all except for T12 were present in both blood and CSF (Fig. 7d and Methods). To identify those T cell clusters in the blood of participants with MS that are most likely to migrate to the CNS, we used their T cell antigen receptor (TCR) sequences as tags to determine the proportion of T cell clones in each cluster that were also found in the CSF compartment of the same participant (Fig. 7e). In line with the view that these ‘overlapping’ T cell clones have a higher propensity for CNS migration, a differential gene expression analysis showed that overlapping cells upregulate pathways associated with cell adhesion and cell migration (Extended Data Fig. 9). We then investigated whether this ‘CNS migration propensity’ of a CD4^+^ T cell cluster correlates with the expression pattern of the key components of the functional modules of CNS migration we identified in the EAE model and found that it did. HSP90B1, GNAI2 and S1PR1 expression levels in CD4^+^ T cell clusters from participants with MS were significantly correlated with their likelihood of migration into the CNS, while the expression level of ETS1, which limits CNS migration of T cells in rats, showed a trend toward a negative correlation with migration propensity (Fig. 7f). The expression of most of these regulators did not shift markedly after CNS entry as their expression (except for ITGA4, CXCR3 and ETS1) was comparable in T cell clones that were present both in the blood and CNS compartment (Extended Data Fig. 10). Finally, we asked whether the expression of the key components of the functional modules of CNS migration differed between T cells isolated from the blood of participants with MS and controls. We found that FERMT3, HSP90B1, GNAI2 and GRK2 were similarly expressed in CD4^+^ T cell clusters from participants with MS and controls, while the expression levels of ITGA4, CXCR3, S1PR1 and ETS1 were significantly higher in some of the T cell clusters from participants with MS (Fig. 7g). Notably, the differences in expression level of these key regulatory genes between cells from participants with MS and controls were greater in clusters with a higher migration propensity, again except for the negative regulator ETS1 (Fig. 7h). Taken together, our single-cell transcriptomic analysis of human helper T cells demonstrates that the essential regulators of T cell migration we identified in the rodent MS model are present in a sizable fraction of CD4^+^ T cells in the blood of participants with MS where their expression correlates with the capacity to enter the CNS.

**Fig. 7:**
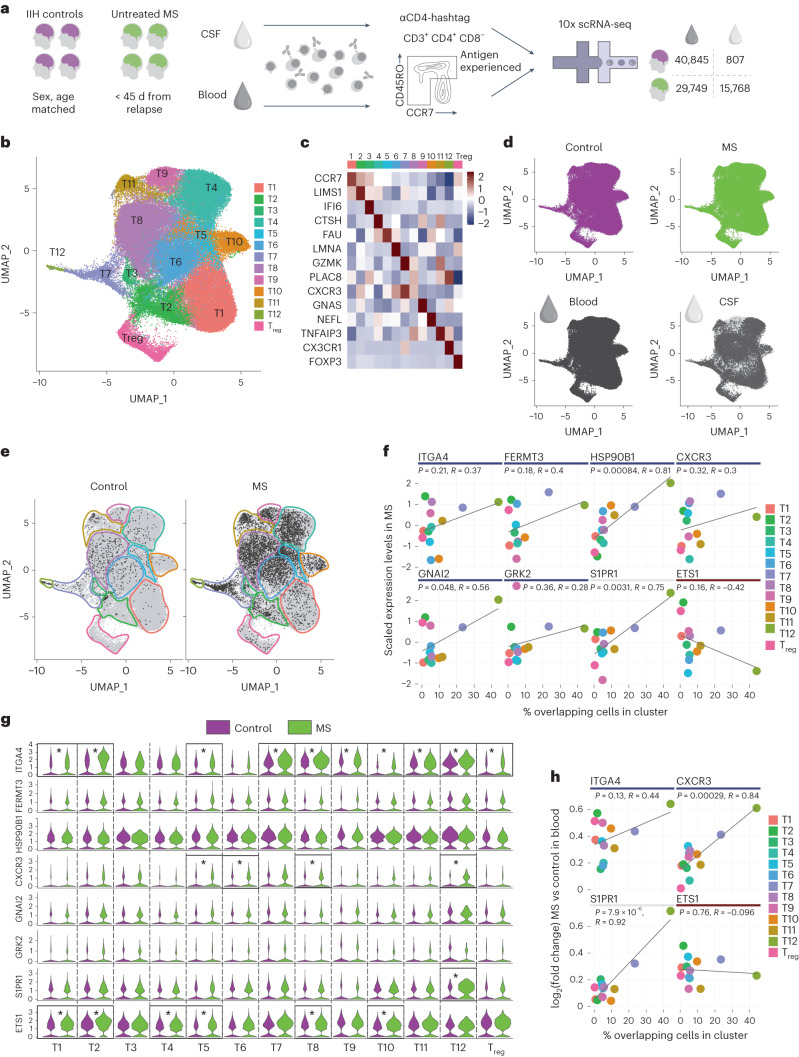
Expression of essential regulators of migration in T cells from participants with multiple sclerosis. **a**, Single-cell RNA-seq (scRNA-seq) experimental design. Sorted CD4^+^ T cells from the blood and whole CSF of untreated participants with MS, or sex-matched and age-matched controls, were collected and analyzed. **b**, CD4^+^ T cell clusters. **c**, Cluster-defining genes. **d**, Distribution of control or MS samples, and of blood or CSF samples, across the clusters. **e**, Overlapping cells in control and MS, across clusters, defined as cells whose TCR was found in blood and CSF of the same participant. **f**, Correlations between the percentage of overlapping cells per cluster and the relative gene expression level of essential regulators in this cluster in MS blood. **g**, Violin plots of the candidate genes expression level across clusters, comparing control (lilac) and MS (green) cell samples from blood. Asterisks indicate significance; adjusted *P* value < 0.05 and absolute log_2_(fold change) > 3 times the standard deviation of the sample. **h**, Correlations between the percentage of overlapping cells per cluster and the log_2_(fold change) of gene expression in this cluster between MS and control blood, for those essential regulators that show differences in expression levels between MS compared to control blood as in **g**. **f**,**h**, *R* value and *P* values correspond to a Pearson correlation. **g**, Asterisks correspond to adjusted *P* values < 0.05 comparing MS to control blood.

## Discussion

Here we present the results of a genome-wide CRISPR screen aiming to identify the key molecules that regulate the critical initial step in the formation of the MS lesion: the infiltration of autoreactive CD4^+^ T cells from the blood to the CNS. We reveal the molecules that act as essential brakes and facilitators of the CNS transmigration of T cells, outline the modules that mediate their functional impact and show that their key molecular interactions are conserved across species. Our data also form the foundation for future studies that extend these findings, for example, by looking at the role of paracrine or systemic signals emitted by the cells in question (for example, cytokines, chemokines or matrix metalloproteases released by the autoreactive T cells), or that search for functionally important but molecularly redundant regulatory mechanisms, neither of which can be assessed using a CRISPR screen. Further limitations of the CRISPR screen approach include that molecules can be missed if they only regulate the trafficking of a smaller subset of the studied cell population. Finally, false positive results may arise if a gene regulates a functional property such as T cell activation that is likely required for subsequent CNS migration. We believe this is unlikely to be the case for the essential regulators we identify here because a comparison between the activated and expanded T cells at the end of the culture period with the plasmid library showed a depletion of genes associated with T cell activation and proliferation but did not show a marked regulation of the essential mediators of migration (Extended Data Fig. 1). Despite its limitations, the CRISPR-based screening of MS models that we introduce here represents a highly versatile approach that can be easily adapted to interrogate the subsequent steps of T cell-mediated CNS pathology or could be leveraged to resolve the migration of other immune cells with critical contributions to MS pathology such as CD8^+^ T cells, B cells or monocytes.

What did we learn from this unbiased and comprehensive characterization of the essential molecular signals governing autoreactive T cell entry to the CNS? First, that remarkably few molecules are essential for T cell migration into the CNS, and that the majority of the most potent mediators naturally cluster in three functional modules: one centered around the adhesion molecule α4-integrin, another around the chemokine receptor CXCR3 and the final one involving the S1PR1–GRK2 axis. While some of these molecules have been implicated in T cell migration in general, or even in MS, before, this unbiased analysis reveals all nonredundant targets among their transcriptional regulators, chaperones and binding partners as well as their intracellular signaling streams. Alongside, many previously suspected candidate regulators did not appear as ‘essential’ in our screen. These included the CCR5, CCR6 and CCR7 chemokine receptors^7,39,40^, the adhesion molecules P-selectin^41^, Ninjurin-1 (refs. ^5,42^), MCAM^43^, DICAM^44^, the ALCAM ligand CD6 (refs. ^45,46^) and LFA-1 (ref. ^47^). This raises interesting questions around whether these mediators are functionally redundant, or whether they are only required for a subpopulation of CD4^+^ T cells, as for LFA-1, MCAM and DICAM, which are primarily important for the migration of the T_H_17 subset of helper T cells^43,44,48^.

A second important finding of our screen is the presence of endogenous ‘brakes’ of T cell migration, such as the transcription factor ETS1, which appears to limit the responsiveness of T cells to a range of immunological signals. 

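The paper names proinflammatory and cytotoxic mediators of the *Ets1*-KO cells of the parenchyma together, without saying which are the cytotoxic ones. Among them are *Prf1*, which encodes the pore-forming protein perforin, and *Nkg7*. In the 3 replicate pairs the log2 ratio of *Ets1*-KO to control cells was 0.84, 1.07 and 1.16 for *Prf1* and 0.94, 1.29 and 1.40 for *Nkg7*. With each replicate left out in turn the log2 fold change stayed between 0.96 and 1.11 for *Prf1* and between 1.11 and 1.35 for *Nkg7*.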

Notably, ETS1 also appears to restrict the expression of a number of cytotoxic mediators making the induction of this transcriptional regulator an attractive strategy in autoimmune conditions. Furthermore, inhibition of ETS1 might be of therapeutic interest in the context of brain cancer or neurodegenerative diseases in which insufficient immune responses in the CNS can contribute to pathology^49,50^.

Importantly, we showed that the essential modules we identified in the rat EAE model have high likelihood of relevance in participants with MS. Two of the major clinical strategies that limit CNS infiltration of T cells in people with MS, blocking α4-integrin and interfering with the S1PR1 receptor, also emerge as central functional hubs in our genome-wide screen. While established S1PR1 modulators induce receptor internalization, we show here that interfering with receptor desensitization via GRK2 is a distinct regulatory mechanism that is active in human T cells and has an even more potent effect on CNS migration, at least in our rodent MS model. Interestingly, a previous study reported reduced GRK2 protein levels in peripheral blood mononuclear cells (PBMCs) isolated from people with relapsing–remitting and secondary progressive MS suggesting an altered regulation of S1PR1 internalization^31^. We further show that the expression pattern of the essential regulators we identified in the EAE model reflects the propensity of defined T cell clusters from individuals with MS to reach the CNS. Alongside, the expression of several of these regulators, most prominently of α4-integrin and CXCR3, is specifically higher in CNS migration-prone T cell clusters in individuals with MS compared to controls. These data extend the results from previous population-based analyses of T cells in people with MS^51,52^ and provide a molecular explanation for enhanced T cell entry to the CNS in MS. Taken together, our study thus helps to define the essential molecules and modules that govern CD4^+^ T cell trafficking to the CNS and demonstrates their regulated expression in individuals with MS.

## Methods

### Contact for reagent and resource sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by N.K. Plasmids generated in this study are available upon reasonable request.

### Experimental model and participant details

#### Plasmids

All primer sequences are listed in Supplementary Table 3.

The pMSCV-Cas9-EGFP vector was constructed as follows. First, a Cas9-p2a-EGFP construct was PCR amplified from the Lenti-Cas9-EGFP plasmid obtained from Addgene (63592). Then, the PCR product was assembled into an EcoRI + XhoI digested pMSCV-neo (Takara Clontech) vector by using Gibson Assembly Master Mix (NEB). The gRNA expression vector MSCV-pU6-(BbsI)-CcdB-(BbsI)-Pgk-Puro-T2A-BFP was obtained from Addgene (86457). The MSCV-v2-U6-(BbsI)-Pgk-Puro-T2A-GFP (with v2 improved scaffold) vector was generated as follows: first, the pU6-Pgk-Puro-T2A construct was PCR amplified from pKLV2-U6gRNA5(BbsI)-PGKpuro2ABFP-W (Addgene, 67974), and the EGFP construct was PCR amplified from pMSCV-Cas9-EGFP; then, the PCR product was assembled into the SalI + XhoI digested pMSCV-neo vector using the Gibson Assembly Master Mix. The pMSCV-v2-U6-(BbsI)-Pgk-Puro-T2A-BFP (with v2 improved scaffold) vector was generated as follows: the pU6-Pgk-Puro-T2A-BFP construct was PCR amplified with overhangs for SalI + XhoI from pKLV2-U6gRNA5(BbsI)-PGKpuro2ABFP-W, then the PCR product was digested and ligated into SalI + XhoI digested pMSCV-neo vector with Quick Ligase (NEB).

#### Animals

Lewis rats were purchased from Charles River (LEW/Crl) or Janvier (LEW/OrlRj) and bred in the Core Facility Animal Models of the Biomedical Center, LMU. All animal experiments and their care were carried out in accordance with the regulations of the applicable animal welfare acts and protocols were approved by the responsible regulatory authority (Regierung von Oberbayern). All animals had free access to food and water. Animals were kept at room temperature 22 ± 2 °C, humidity 55% ± 10% with a light–dark cycle, 12 h/12 h (6:30–18:30). Male and female Lewis rats between 5 and 20 weeks old were used for the experiments. The animals were allocated randomly for experimental groups.

#### Generation of Cas9-expressing T_MBP_ cells

Cultures of T_MBP_ cells were established as previously described^53^. Briefly, a Lewis rat was immunized in the hind-limb flanks with 100 µg guinea pig MBP (purified in-house) emulsified with complete Freund’s adjuvant (Difco). Draining lymph nodes were collected 10 d after immunization and a single-cell suspension was prepared by passing through a metal strainer. The cells were then restimulated ex vivo with 10 µg ml^−1^ MBP either together with retrovirus producing GP + E86 (American Type Culture Collection (ATCC) packaging cells stably transfected with pMSCV-Cas9-EGFP, or without packaging cells, in complete DMEM supplemented with 1% rat serum. Two days later, TCGF (complete DMEM supplemented with 10% horse serum and 2% of phorbol myristate acetate (PMA)-stimulated EL4IL2 cell culture supernatant) was added to expand the number of T cells. After 4 d of expansion culture, the T cells were restimulated for 2 d with 50-Gy irradiated thymocytes in complete DMEM supplemented with 1% rat serum and 10 µg ml^−1^ MBP, which was followed by another round of expansion in TCGF for 4 d. This cycle of restimulation and expansion was repeated before some experiments. In addition, successfully transduced T cells were enriched by adding 400 µg ml^−1^ neomycin for 8 d from 4 d after the first stimulation and sorting for GFP^+^ cells with a BD FACSAria IIIu operated with FACSDiva. The antigen specificity of the cultured T cells was confirmed by a proliferation assay, as described previously^18^. Cells were frozen in a 10% dimethyl sulfoxide/90% FBS mixture at −80 °C, or stored in liquid nitrogen for long-term storage.

#### Study participants

CSF sampling was performed to confirm the diagnosis of relapsing–remitting MS according to the revised McDonald criteria for all (four) participants included in the study, who had encountered an MS relapse in the 45 d before lumbar puncture and had not received any disease-modifying treatments (one participant was treated with high-dose steroids 24 d before sampling). CSF and blood samples from four sex-matched and age-matched individuals diagnosed with IIH were included as the control group. Participant samples were collected at the Institute of Clinical Neuroimmunology at the LMU Klinikum Munich, Germany. Recruitment of participants took place from August 2020 to January 2021. Collection of blood and CSF was approved by the local ethics committees of the LMU, Munich (ethical vote no. 163-16). Written informed consent was obtained from all participants according to the Declaration of Helsinki.

PBMCs of four healthy donors used for CRISPR gene editing were derived from leukoreduction system chambers provided by the Department of Transfusion Medicine at the LMU Klinikum Munich, Germany (ethical vote LMU no. 18-821).

### Method details

#### Genome-wide rat guide RNA library construction

A list of sgRNAs targeting genes and miRNAs in the rat genome was kindly provided by the Functional Genomics Consortium of The Broad Institute, Massachusetts, USA. All sgRNA sequences that were selected, and the library cloning primers, as well as protocols, are listed in Supplementary Table 3.

For the genome-wide library, in nearly all cases four sgRNA per gene or miRNA were selected; in some cases, for example, for miRNAs only fewer unique sgRNAs were available. A total of 87,690 oligonucleotides were purchased from Twist Bioscience, each as a 79-mer with a sequence of 5′- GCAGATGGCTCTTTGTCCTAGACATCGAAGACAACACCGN_20_GTTTTAGTCTTCTCGTCGCC-3′, N_20_ indicating the sgRNA sequence. Library cloning was performed as previously described^54^ with minor modifications to the primer sequences and protocol (Supplementary Table 3). Briefly, oligonucleotide pools were dissolved in TE buffer at a 10 ng μl^−1^ stock concentration, then the single-stranded oligonucleotides (1 ng) were PCR amplified for 10 cycles with Q5 High Fidelity DNA Polymerase (NEB) using Oligo_Amp_F and Oligo_Amp_R primers to generate double-stranded DNAs. A total of 24 reactions were pooled. The PCR products were purified with the Nucleotide Removal Kit (Qiagen). Amplified double-stranded DNAs were digested with FastDigest BpiI (BbsI: Thermo Fisher) for 2 h at 37 °C in a total of 20 reactions, and then purified with the Nucleotide Removal Kit. Ligation was performed with a T4 DNA Ligase (NEB) using a 3-ng insert and 40 ng BpiI-digested MSCV-pU6-(BbsI)-CcdB-(BbsI)-Pgk-Puro-T2A-BFP for 16 h at 16 °C per reaction in a total of 30 reactions. The ligated product was cleaned with a PCR Purification Kit (Qiagen) and the concentration was measured with Qubit 4 (Thermo Fisher). Next, 10 ng of the ligated product was transformed into 50 μl of NEB Stable Competent cells in a total of 45 reactions and incubated at 30 °C overnight. A library representation above 100× was confirmed by plating transformed competent cells in serial dilutions. The plasmid DNA was prepared with an Endofree Plasmid Maxi Kit (Qiagen). For the validation library, six sgRNAs were used per gene whenever possible. An oligonucleotide pool containing 12,000 oligonucleotides was purchased from Twist Bioscience and plasmid DNA was prepared similarly to the genome-wide library.

#### Gene editing of T_MBP_ cells

For viral transduction of CRISPR sgRNAs, 1.2 × 10^6^ HEK293T cells (ATCC) in complete DMEM with 10% FBS were plated into a 10-cm diameter culture dish 18–24 h before transfection. For the transfection, 6 µg pMSCV retroviral plasmid and 3.5 µg pCL-Eco packaging vector were preincubated in 500 µl of complete DMEM at room temperature for 15 min before mixing with 500 µl of 80 µg ml^−1^ PEI max (Polysciences) in complete DMEM. After 20 min, the solution was added dropwise to HEK293T cells. The cells were cultured in 5% CO_2_ at 37 °C for 24 h and the medium was replaced with 8 ml complete DMEM + 10% FBS for detoxification. The cells were cultured in 10% CO_2_ at 37 °C, and retrovirus-containing supernatant was collected at 48 h and 72 h after transfection. The supernatant was then passed through a 0.45-µm filter to remove debris and virus was concentrated using Amicon Ultra-15 Centrifugal Filter Units (Sigma). For this, 14 ml supernatant was centrifuged at 4,000*g* for 20 min at room temperature. The concentrated virus was used immediately for transduction of rat T cells.

For transduction, freshly restimulated T cells were resuspended in DMEM with 25 mM HEPES and then enriched by Nycoprep gradient centrifugation at 800*g* for 10 min at room temperature. The T cells were resuspended at concentration of 4 × 10^6^ per ml in TCGF with 8 µg ml^−1^ polybrene (Sigma) and this suspension was plated at 500 µl per well in 12-well plates. Finally, concentrated virus solution was added at 50 µl per well and plates were centrifuged at 2,000*g*, at room temperature for 90 min. TCGF was added at 1 ml per well and T cells were further cultured in 10% CO_2_ at 37 °C. T_MBP_ cells were transduced at a maximum MOI of 0.3 to prevent multiple integrations, and enough T cell numbers were kept at all times to ensure a minimum 1,000× coverage in vitro (1,000 T cells having the same sgRNA; 90 × 10^6^ cells for the genome-wide screen and 12 × 10^6^ cells for the validation screen). On the next day, puromycin was added at a final concentration of 0.5 µg ml^−1^ to select for transduced T cells. After 4 d of culture, the T cells were restimulated as described above for 2 d, before injection into recipient animals. For T cell transfer into animals, cell numbers injected were such to maintain a minimum coverage of 1,000× per replicate.

For candidate gene validation, CRISPR sgRNAs were introduced by ribonucleoprotein (RNP) electroporation into previously BFP or EGFP retrovirus transduced T_MBP_ cells. sgRNAs were designed by using the GPP sgRNA designer^55,56^ and synthesized by Integrated DNA Technologies. The Cas9 protein and sgRNA were electroporated into the T cells by using Amaxa 4D-Nucleofector System and P4 Primary Cell 4D-Nucleofector X Kit S (Lonza) according to the manufacturer’s instructions. Briefly, to prepare the transfection reagent, 0.75 µl of Alt-R CRISPR–Cas9 trans-activating crRNA (tracrRNA; 200 pmol µl^−1^) and 0.75 µl of Alt-R CRISPR–Cas9 crRNA (200 pmol µl^−1^; IDT) were mixed; the solution was then incubated at 95 °C for 5 min, decreasing to 70 °C at the rate of 0.5 °C s^−1^, at 70 °C for 1 min, then cooled to 22 °C. After adding 7.5 µg Alt-R S.p. HiFi Cas9 Nuclease V3 (IDT), the mixture was incubated at room temperature for 20 min. The master mix was prepared by mixing 18 µl of P4 primary solution, 4 µl of Supplement 1 and 1 µl of electroporation enhancer (stock solution of 100 µM; IDT). After washing with PBS, 2 × 10^6^ T cells were pelleted and resuspended in 21 µl of master mix. This cell suspension was mixed with the transfection reagent and transferred into the Nucleofection cuvette. Electroporation was performed using the pulse code CM137.

#### Tide assay

All single KO lines used in validation experiments were validated for the KO efficiency before the experiment (Supplementary Table 3). To assess the extent of genetic editing at DNA level for single sgRNAs, cells were lysed by lysis buffer (H_2_O with 100 µl ml^−1^ 1 M Tris, 10 µl ml^−1^ 0.5 M EDTA, 40 µl ml^−1^ 3 M NaCl, 5 µl ml^−1^ Tween 20) supplemented with 5 µl ml^−1^ Proteinase K for 15 min at 56 °C and 10 min at 95 °C followed by cooling on ice. Then, 350 µl isopropanol was added, incubated for 10 min at room temperature and centrifuged for 10 min at 16,000*g* at 4 °C. The pellet was washed by addition of 1 ml of 70% ethanol and 5 min centrifugation at 16,000*g* at 4 °C. After removal of liquid, the pellet was dried for 10 min at 56 °C and resuspended in 50 µl water. PCR amplification of the modified DNA sequence was performed with specific primers for each target using 2× Optima PCR HotStart Polymerase (FastGene). PCR products were run on a 1% agarose gel and amplicons of the expected size were purified using the Wizard SV Gel and PCR Clean-Up System (Promega). For human T cells, genomic DNA was isolated with the DNeasy Blood and Tissue Kit (Qiagen) and the modified DNA region was amplified with Q5 High Fidelity DNA Polymerase (NEB). The samples were submitted to Sanger Sequencing (Sequencing service, LMU Biozentrum). The INDELs and KO efficiency were assessed by the ICE v2 software tool^57^.

#### Adoptive transfer experimental autoimmune encephalomyelitis and isolation of T_MBP_ cells

EAE was induced in rats by intravenous adoptive transfer of in vitro activated T_MBP_ cells. Following transfer, body weight and the EAE score of the rats were monitored daily. The EAE score was evaluated as follows: 0, no clinical signs; 0.5, partial tail weakness; 1, tail paralysis; 1.5, gait instability or impaired righting ability; 2, hind-limb paresis; 2.5, hind-limb paresis with dragging of one foot; 3, total hind-limb paralysis. The number of transferred T cells was about 12 × 10^6^ for screening (a minimum of eight animals were pooled for a single genome-wide replicate and a minimum of six animals were pooled per validation screen replicate), a mixture of 3 × 10^6^ control T cells and 3 × 10^6^ KO T cells were transferred for evaluating their migration to the CNS, and 1 × 10^6^ T cells were transferred for the assessment of the clinical course.

For screening and in vivo migration analysis, the animals were euthanized on day three after T cell transfer, when animals showed first clinical symptoms, such as body weight loss and/or a mild clinical score (<1). Blood was drawn by heart puncture into a heparinized syringe. Spleen, parathymic lymph nodes, leptomeninges and parenchyma of the spinal cord were dissected and homogenized by passing through a metal strainer. Lymphocytes were isolated from blood by a Nycoprep gradient. First, the blood was diluted with an equal volume of PBS and overlaid onto Nycoprep. After centrifugation at 800*g*, room temperature for 30 min with mild acceleration and brake, lymphocytes were collected from the interface. For spleen, erythrocytes were removed by treating with ACK buffer for 3 min on ice and CD4^+^ T cells were enriched using the EasySep Rat CD4^+^ T Cell Isolation Kit (StemCell technologies), before purification by sorting. From the spinal cord parenchyma, the lymphocytes were isolated using a 30%/64% Percoll gradient and centrifugation at 1,200*g*, room temperature for 30 min with mild acceleration and brake. Lymphocytes were collected from the interface.

#### Flow cytometry

For the CRISPR screens, BFP^+^ T_MBP_ cells were sorted from spleen only (genome-wide screen) or from all four tissues (validation screen) using a FACS Aria III (BD) or FACS Fusion (BD) with FACSDiva at the Flow Cytometry Core Facility of the Biomedical Center, LMU. Cells were sorted to achieve an sgRNA coverage of >100× (the same sgRNA being present in at least 100 sorted T cells). The expression of cell surface molecules was measured by flow cytometry after antibody labeling. T cells were incubated for 30 min on ice with the primary antibody diluted in FACS buffer (PBS with 1% rat serum and 0.05% NaN3). After washing three times with FACS buffer, the cells were incubated with a fluorochrome-conjugated secondary antibody in FACS buffer for 30–45 min on ice. The following antibodies were used with a 1:100 dilution unless stated otherwise: Mouse IgG1 Isotype control (Sigma), Armenian hamster IgG2 Isotype control (BD), mouse anti-rat CD49d (Thermo Fisher), mouse anti-rat CD11a (BioLegend), mouse anti-rat CD18 (Thermo Fisher), mouse anti-rat TCRβ (BD), mouse anti-rat CD25 (Thermo Fisher), mouse anti-rat CD134 (Thermo Fisher), Armenian hamster anti-rat CD29 (BioLegend), APC conjugated donkey anti-mouse IgG (Jackson ImmunoResearch, 1:1,000 dilution), APC conjugated goat anti-Armenian hamster IgG (Jackson ImmunoResearch, 1:1,000 dilution) and AF647 conjugated goat anti-mouse IgG (SouthernBiotech, 1:1,000 dilution). Cells were then washed once in FACS buffer and once with PBS, then resuspended in PBS and analyzed by flow cytometry. For intracellular staining, T cells were incubated with 5 µM Brefeldin (Sigma Aldrich) in complete DMEM supplemented with 1% rat serum for 5 h at 37 °C and fixed with 2% paraformaldehyde for 20 min on ice. The T cells were stored in PBS at 4 °C until intracellular staining. The staining was performed similarly to the surface staining with the following antibodies diluted in permeabilization buffer (BioLegend): mouse IgG1 Isotype control (Sigma), PE conjugated rat IgG1 isotype control (BD), mouse anti-rat IFN-γ (eBioscience), PE conjugated rat anti-mouse/rat IL-17A antibody (BD) and APC conjugated donkey anti-mouse IgG (Jackson ImmunoResearch). For assessment of in vivo migration and ex vivo cell surface molecule detection, BFP^+^ T_MBP_ cells and EGFP^+^ T_MBP_ cells were analyzed using a FACS VERSE (BD) with FACS Suite, LSRFortessa (BD) flow cytometer with FACSDiva or Cytoflex S with CytExpert (Beckman Coulter). For in vitro surface and intracellular staining, cells were analyzed with Cytoflex S.

For in vivo migration assays, the KO/control ratio based on the numbers of BFP^+^ or EGFP^+^ cells in the lymphocyte gate was calculated for all tissue samples and normalized to the blood ratio of the same animal (tissue KO cell number/control cell number ratio divided by the blood KO/control ratio in the same animal). Thus, the migration phenotype for the gene KO was always compared to the migration control T_MBP_ cells within that animal to correct for inter-animal and inter-experiment variability.

#### Next-generation sequencing sgRNA library preparation

Genomic DNA from lymphocytes or sorted T_MBP_ cells was isolated with the DNeasy Blood and Tissue Kit (Qiagen). A one-step PCR amplification was performed with Q5 High Fidelity DNA Polymerase by using 2.5 µg of genomic DNA per reaction with Fwd-Lib (mix of eight staggered primers) and Rev-Lib (consists of 8 bp of unique barcode) primers for a total of 24 cycles. Illumina adaptors were introduced together with the amplification primers. All primer sequences are listed in Supplementary Table 3. The amplified DNA amplicons were purified with SPRIselect (Beckman Coulter) with a ratio of 1:0.8 (DNA to beads) and eluted in nuclease-free water. The presence of ~250-bp DNA amplicons was confirmed, and the concentration was measured with Agilent Bioanalyzer on DNA 1000 chips (5067-1504). Library samples were sent to The Laboratory for Functional Genome Analysis (LAFUGA) at the Gene Center Munich for sequencing single-end 50 bp on a HiSeq 1500.

#### qPCR and 3′ bulk mRNA sequencing

All primer sequences are listed in Supplementary Table 3.

Total RNA from cells was isolated with either an RNeasy Plus Mini (Qiagen) or a Micro (Qiagen; for less than 100,000 cells) kit according to the manufacturer’s protocol. For qPCR, cDNA was synthesized using the RevertAid H Minus First Strand cDNA synthesis kit (Thermo Fisher) with 100–500 ng total RNA and Oligo (dt) primers and assays were performed on the Bio-Rad CFX Connect Real-Time PCR system using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad). The β-actin housekeeping gene was used to normalize the variability in expression level. All qPCR reactions were run in duplicates. Results were quantified using the ΔΔCt method. For 3′ bulk mRNA-seq, the library was prepared from total RNA using the Collibri 3′ mRNA Library Prep Kits for Illumina Systems (Thermo Fisher). Amplification of transcripts was confirmed with an Agilent Bioanalyzer on DNA 1000 chips and sent to LAFUGA (Gene Center, LMU Munich) for single-end 50-bp sequencing on a HiSeq 1500.

#### Western blotting

For assessment of Phospho-ERK levels after stimulation of S1PR1 signaling, T cells were incubated in medium consisting of 1 µM S1P (Tocris) for 10 min at 37 °C. For all western blot analyses, T_MBP_ cells were washed twice with PBS and lysed with RIPA buffer (Thermo Fisher) including inhibitors of proteases (Sigma) and phosphatases (Sigma). Pierce Bovine Serum Albumin Standard Pre-Diluted Set Kit (Thermo Fisher) or Pierce Rapid Gold BCA Protein Assay Kit (Thermo Fisher) was used to calculate the protein concentration of samples. Lysates were boiled at 95 °C for 5 min in a mix with Tris-Glycine SDS sample buffer (Thermo Fisher) and reducing agent (Thermo Fisher). Lysates were resolved in 4–12% Tris-Glycine gels (Thermo Fisher) for protein separation and transferred to PVDF membrane (Millipore) using Mini Gel Tank and Blot Module (Thermo Fisher). Anti-GRK2 (CST, 1:1,000 dilution), anti-phospho-p44/42 MAPK (ERK1/ERK2; Thr202/Tyr204; CST, 1:1,000 dilution), anti-p44/p42 MAPK (ERK1/ERK2; CST, 1:1,000 dilution), anti-ETS1 (CST, 1:1,000 dilution) and horseradish peroxidase-conjugated β-actin (Santa Cruz, 1:100,000 dilution) primary antibodies were incubated on the membrane overnight at 4 °C in 5% BSA-TBST buffer, followed by incubation with a horseradish peroxidase-conjugated secondary rabbit antibody (Santa Cruz, 1:10,000 dilution) at room temperature for 2 h. Blots were imaged using the LiCor Odyssey Fc system after treatment with ECL Western Blotting-Substrate (Thermo Fisher) or SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher) and analyzed with Image Studio Lite Software (LiCor)

#### Transwell chemotaxis assay

Chemotaxis assays were performed using a 96-well transwell chamber with a 5-μm pore size (Corning). T cells were resuspended in complete DMEM supplemented with 1% rat serum. Control-BFP^+^ and KO-EGFP^+^ cells were counted and mixed at a ratio of 1:1. Each upper insert received 0.2 × 10^6^ T cells in 75 μl medium. To the lower compartment, 235 μl of complete DMEM supplemented with 1% rat serum with or without chemotactic stimuli (30 ng ml^−1^ CXCL10, PeproTech or CCL5, PeproTech) was added. The chemotaxis plates were centrifuged (400*g*, 1 min) and incubated at 37 °C with 10% CO_2_ for 5 h. After incubation, migrated cells in the lower chamber were analyzed by flow cytometry using an LSRFortessa (BD) with FACSDiva or CytoFlex S with CytExpert (Beckman Coulter). For analysis and quantification, the percentage of cells detected in the lower chamber was normalized to input values. Then, the KO/control ratio was calculated for all conditions.

#### Intravital imaging of the spinal cord leptomeninges

Two or three days after intravenous co-transfer of 1 × 10^6^ BFP^+^ control and 1 × 10^6^ EGFP^+^ *Grk2*-KO T cells, intravital imaging within the spinal cord leptomeninges was performed as previously described^6^. The animal was anesthetized by intramuscular injection of MMF (2 mg per kg body weight midazolam, 150 µg per kg body weight medetomidine and 5 µg per kg body weight fentanyl), and a tracheotomy was performed to allow mechanical ventilation with 1.5–2.0% isoflurane in air. The body temperature of the animal was maintained by a heat pad placed underneath. Furthermore, a catheter was inserted into the tail vein to allow intravenous injection of Texas Red-conjugated 70-kDa dextran (100 µg) to visualize blood plasma during the imaging. To allow imaging, a laminectomy was performed at the dorsal part of Th12/Th13. For this, the skin was opened with a midline incision of 3 cm and the paravertebral musculature on the spine was removed. Then the animal was fixed in a custom-made fixation device, which provides stability by pushing with three pins from one side to the spine. The dorsal part of the central spine disc was removed after cutting both sides using a dental drill. The dura was then removed. To avoid artifacts due to breathing, the animal was slightly lifted before starting imaging. Time-lapse images were acquired with a Leica SP8 microscope using a water-immersion ×25 objective lens (numerical aperture of 1.00, working distance of 2.6 mm). For excitation of BFP and EGFP, a pulsed laser from an InSight DS+ Single (Spectra Physics) was adjusted to 840 nm, and fluorescence signals were first separated with a beam splitter (BS560). Signals of shorter wavelength were again split by BS505 and detected after the band-pass filters HC405/150 (BFP) and ET525/50 (EGFP). Signals of a longer wavelength were again separated by beam splitter RSR620 and detected after the band-pass filter BP585/40 (Texas Red). Images were acquired from a field of approximately 440 µm × 440 µm with a resolution of 512 × 512 pixels and an approximate 100 µm *z*-stack, with an interval of 2–3 µm.

The images were processed by Fiji. First, a Gaussian blur filter (cutoff of 1 pixel) was used, followed by maximum *z*-projection. When necessary, bleed-through liner subtraction was applied. Finally, signal intensity was adjusted by linearly adjusting brightness and contrast. For tracking of the cells, the Manual Tracking Plugin of Fiji was used to obtain coordinates, which were used to calculate migration speed and distance of the cells in Excel together with information from imaging such as time and pixel resolution. Locations of cells were analyzed by the Cell Counter Plugin of Fiji.

#### CRISPR editing of human CD4^+^ T cells

Cells derived from leukoreduction system chambers were diluted at a 1:5 ratio with PBS and added to a SepMate tube containing human Pancoll. During centrifugation (1,200*g* for 10 min at 4 °C), PBMCs were isolated by density gradient. CD4^+^ human T cells were enriched from PBMCs using EasySep Human CD4^+^ T Cell Isolation Kit (StemCell Technologies) according to the manufacturer’s protocol. CRISPR RNPs targeting control (NT), S1PR1–GRK2, ETS1, HSP90B1, CXCR3 and TBX21 were delivered into the CD4^+^ Human T cells by using Amaxa 4D-Nucleofector System and P2 Primary Cell 4D-Nucleofector X Kit S (Lonza) according to the manufacturer’s instructions using the pulse code EH100 (ref. ^58^). Briefly, per reaction, 0.375 µl of Alt-R CRISPR–Cas9 tracrRNA (200 pmol µl^−1^) and 0.375 µl of Alt-R CRISPR–Cas9 crRNA (200 pmol µl^−1^) were mixed and the solution was then incubated at 95 °C for 5 min, decreasing to 70 °C at the rate of 0.5 °C s^−1^, at 70 °C for 1 min, then allowed to cool to room temperature. Next, 5 µg Alt-R S.p. HiFi Cas9 Nuclease V3 (IDT) was mixed with crRNA:tracrRNA duplex and the mixture was incubated at room temperature for 20 min for RNP formation. After washing with PBS, 2 × 10^6^ T cells were pelleted and resuspended in 23 µl of P2 nucleofection buffer and mixed with RNP complex. Then, 0.8 µl of Alt-R Cas9 Electroporation Enhancer (stock solution of 100 µM; IDT) was added per reaction before the electroporation. RNP electroporated T cells were transferred to round-bottom 96-well plates (Corning) at a concentration of 1 × 10^5^ T cells per well in RPMI medium supplemented with Primocin (100 µg ml^−1^; Invivogen) and 10% charcoal-stripped FBS (Thermo Fisher). For stimulation of T cells, the medium was additionally supplemented with monoclonal anti-CD3 (1 µg ml^−1^; Thermo Fisher) and anti-CD28 (2 µg ml^−1^; Thermo Fisher) for 72 h at 37 °C in an incubator. T cells were then washed and further incubated with recombinant human IL-2 (10 ng ml^−1^; R&D systems) for up to 3 weeks in a 37 °C/5% CO_2_ incubator with medium change every 3 d. All crRNA sequences are listed in Supplementary Table 3. For ETS1, HSP90B1, CXCR3 and TBX21 editing, CD4^+^ T cells between day 7 and day 21 after isolation were used. T cells were washed with PBS and stained with anti-CD4-FITC (BioLegend), anti-CXCR3-PE (BioLegend), anti-CD49d-APC (BioLegend), anti-CD11a-PE (BioLegend) and anti-CD29-PE (BioLegend) antibodies at a concentration of 1:100 and with LIVE/DEAD Violet dye (Thermo Fisher) at a 1:1,000 concentration for 30 min in FACS buffer (PBS with 1 mM EDTA and 1% charcoal-stripped FBS) and analyzed by flow cytometry using CytoFlex S with CytExpert (Beckman Coulter).

#### S1PR1 internalization assay with human CD4^+^ T cells

Charcoal-stripped FBS was used in the medium to prevent unwanted S1PR1 receptor internalization. Human CD4^+^ T cells between day 6 and day 13 after isolation were used for the S1PR1 internalization assay. T cells were incubated in control medium (with PBS containing 4% fatty-acid-free BSA (Sigma) used to dissolve S1P as vehicle) or medium consisting of either 1 µM S1P (Tocris) or 1 nM fingolimod-P (FTY720 Phosphate, Biomol) for 90 min at 37 °C. T cells were then washed with PBS and stained with anti-CD4-FITC (BioLegend) and anti-S1PR1-eF660 (Thermo Fisher) at a concentration of 1:100 and with LIVE/DEAD Violet dye (Thermo Fisher) at 1:1,000 concentration for 30 min in FACS buffer (PBS with 1 mM EDTA and 1% charcoal-stripped FBS). S1PR1 expression in CD4^+^ T cells was assessed by flow cytometry using CytoFlex S with CytExpert (Beckman Coulter).

#### Collection and processing of human samples for single-cell transcriptomics

*Peripheral blood mononuclear cells*. After collection of blood into tubes containing EDTA, samples were diluted at a 1:1 ratio with PBS and added to a SepMate tube containing human Pancoll. During centrifugation (1,200*g* for 10 min at 4 °C), PBMCs were isolated by density gradient. The isolated cells in plasma were transferred to a tube and centrifuged again at 300*g* for 10 min at 4 °C. The isolated PBMCs were either used freshly or cryopreserved in liquid nitrogen, using serum-free cryopreservation medium (CTL-Cryo ABC Media Kit, Immunospot).

For analysis, samples were thawed quickly, washed twice with 1% BSA/PBS (300*g* for 10 min at 4 °C) and labeled using the following procedure: 10 min at 4 °C with Fc-block (Miltenyi) at a 1:50 dilution in FACS buffer (PBS + 2% FBS), followed by the surface antibody mix. The mix comprised: Thermo Fisher anti-human CD45RO-FITC (1:40 dilution), anti-CCR7^−^APC (1:40 dilution), anti-CD3-AF700 (1:50 dilution), Fixable Viability Dye eFluor 780 (1:1,000 dilution), anti-CD4-Pacific Blue (1:25 dilution) and BioLegend: anti-CD8-PerCP (1:25 dilution), in a total volume of 100 µl FACS buffer and incubated for 30 min at 4 °C. Antigen-experienced CD4^+^ T cells consisting of CD3^+^CD4^+^CD8^−^ effector memory (CD45RO^+^CCR7^−^), effector (CD45RO^−^CCR7^−^) and central memory (CD45RO^+^CCR7^+^) cells were collected using a FACS Aria Fusion flow cytometer with FACSDiva (BD Biosciences). After, cells were washed in 0.04% BSA/PBS and approximately 16,500 cells per sample were loaded onto the 10x chip.

*Cerebrospinal fluid*. Human CSF samples (3–6 ml) were processed within 1 h of lumbar puncture. After centrifugation at 300*g* for 10 min, the cell pellet was incubated in a 2-ml tube with the following TotalSeq-C antibodies: anti-human CD4, anti-CD8A and mouse IgG1 isotype control (BioLegend, 0.5 µg of each). Then, we followed the Cell Surface Labelling Protocol from 10x Genomics, but with all centrifugations done at 300*g* for 10 min. All cells were loaded on the 10x chip, with a maximum target cell number of 10,000.

*10x library preparation and sequencing*. Further processing was done following the manufacturer’s protocol using the Chromium Next GEM Single Cell VDJ v1.1. For CSF samples, the Feature Barcoding technology for Cell Surface Protein steps was also performed. Libraries were sequenced on an Illumina NovaSeq 6000 S4 using the following read lengths: 150 bp, read 1; 8 bp, i7 index; 150 bp, read 2.

#### Bioinformatic analysis

*CRISPR screen analysis*. The Galaxy platform^59^ was used for data analysis. For raw fastq files, Je-Demultiplex-Illu (Galaxy Version 1.2.1) was used for de-multiplexing, followed by Cutadapt (Galaxy version 4.4+galaxy0) and Trimmomatic (Galaxy Version 0.39+galaxy0) to get the 20-bp sgRNA sequence. Counts were then obtained with MAGeCK^20^ (version 0.5.7.1^+^) count. Normalization across samples was conducted in R^60^ (version 4.0.0+) after a 50 raw count threshold using the geometric mean per sgRNA for normalization, and sgRNAs with fewer than 50 counts in more than two replicates of the same tissue were discarded altogether. The MAGeCK test was run without normalization or zero removal, and otherwise default parameters on Galaxy, using the information of control NT sgRNA for noise correction. All further data processing was done with R.

*Genome-wide screen analysis and validation screen design*. For plotting of the control values in genome-wide analysis results (Fig. 1b and Extended Data Figs. 1 and 2), four random control sgRNAs were sampled with replacement from the control sgRNA pool and their log_2_(fold change) averaged, for a total of 800 combinations of control ‘genes’ with four different sgRNAs each, to model the variability observed for a control ‘gene’ in the MAGeCK analysis.

The selection of candidates for the validation screen was performed based on the MAGeCK results of the genome-wide screen. All genes in meninges versus blood and parenchyma versus blood comparisons with an absolute ‘neg|lfc’ or ‘pos|lfc’ > 0.5 were included. Genes from other comparisons (meninges or parenchyma versus spleen and spleen versus blood) were included when the absolute ‘neg|lfc’ or ‘pos|lfc’ > 1 and the number of ‘neg|goodsgrna’ ≥ 2 for negative ‘neg|lfc’ candidates or of ‘pos|goodsgrna’ ≥ 2 for positive ‘pos|lfc’ candidates, or the absolute ‘neg|lfc’ or ‘pos|lfc’ > 0.6 and the number of ‘neg|goodsgrna’ or ‘pos|goodsgrna’ > 2. Only genes expressed in T cells (based on ref. ^7^) were included for validation, except for genes from meninges or parenchyma versus blood if they had an absolute ‘neg|lfc’ or ‘pos|lfc’ > 0.85. In addition to the genes selected based on these criteria, we also included genes expressed in T cells (based on ref. ^7^) belonging to the GO terms GO:0004896 (cytokine receptor activity), GO:0050840 (extracellular matrix binding), GO:0004930 (GPCR activity), GO:0005178 (integrin binding) and GO:0033627 (cell adhesion mediated by integrin). We further included genes from selected gene sets from running GSEA (Broad) with default parameters except for ‘metric for ranking genes’ = ‘log2_Ratio_of_Classes’, databases of the GSEA molecular signature databases v7.0, and maximum and minimum sizes for excluding gene sets 20,000 and 5, respectively. The selected gene sets were GO:0043112 (receptor metabolic process), GO:0072583 (clathrin-dependent endocytosis), GO:0097384 (cellular lipid biosynthetic process), GO:0042092 (type 2 immune response), GO:0051955 (regulation of amino acid transport), GO:0098661 (inorganic anion transmembrane transport), GO:0015698 (inorganic anion transport), GO:0035655 (IL-18-mediated signaling pathway), GO:0071277 (cellular response to calcium ion), GO:0016574 (histone ubiquitination), GO:0043968 (histone H2A acetylation), GO:0006089 (lactate metabolic process), GO:0070670 (response to IL-4), GO:0032606 (type I interferon production) and GO:0002755 (MyD88-dependent toll-like receptor signaling pathway). For some GO terms, only the genes having a negative log_2_(fold change) when the GO term was negatively enriched or positive log_2_(fold change) when the GO term was positively enriched were included. This resulted in a total or 1,374 genes that were selected based on log2(fold change) and significance cutoffs in different comparisons and 587 genes that were selected based on GO terms, for a total of 1,961 genes (Supplementary Table 3).

*Identification of essential regulators of migration*. Validation screen candidates were considered essential regulators of T cell migration to the CNS when they met the following criteria as per the results of the MAGeCK analysis: ‘neg|lfc’ < −3 times the standard deviation of control (NT) ‘neg|lfc’ and ‘pos|lfc’ in the sample, the number of ‘neg|goodsgrna’ ≥ 3, and the ‘neg|p-value’ < 0.05; or ‘pos|lfc’ > 3 times the standard deviation of control ‘neg|lfc’ and ‘pos|lfc’ in the sample, the number of ‘pos|goodsgrna’ ≥ 3 and the ‘pos|p-value’ < 0.05.

*Bulk RNA-sequencing data*. Galaxy and R were also used for bulk RNA-seq data processing. Fastq files were aligned with RNA STAR (version 2.7.2b) to the reference genome Rnor_6.0.102 with default parameters and without trimming. HTSeq-count (version 1.0.0) was then used, and differential expression determined with DESeq2 (version 2.11.40.7+galaxy1), with ‘estimateSizeFactors’ = poscounts and otherwise default parameters. Batch correction per animal was performed when applicable. 

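The deposited comparisons were recomputed from the recovered reads with DESeq2, with and without the replicate block and with a prior on fold changes, settings that were chosen after seeing the data. For the *Ets1*-KO cells of the parenchyma the fit with the block gave the deposited log2 fold changes to within 1.65e-07 over 13726 genes and the same 69 genes with an adjusted p under 0.05. For the spleen *Ets1*-KO cells the fit with the block gave them to within 1.22e-06 over 12988 genes, with the same 63 genes. For the *Grk2*-KO cells the fit without the block gave them to within 3.73e-08 over 7303 genes, with the same 11 genes. The other choice of block left differences of up to 0.284, 0.95 and 0.21 on the log2 scale. The deposited *Ets1* comparisons are therefore reached with same-numbered libraries as a batch and the deposited *Grk2* comparison without one.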

All further analysis was run with R, tidyverse^60,61^ (version 4.0.0+). For pathway analysis, the gProfiler^62^ web tool was used on genes with an adjusted *P* value < 0.05 in an ordered query from most to least extreme log_2_(fold change).

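The pathway lists of Fig. 6e hold 112 genes in all. In the authors' deposited comparison of the parenchyma, 41 of the 112 genes have an adjusted p under 0.05 and 111 an unadjusted p under 0.05, with a largest unadjusted p of 0.0584 among the 112.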

*Processing of single-cell sequencing data*. Sequencing results were de-multiplexed and aligned to the human GRCh38 reference genome using Cell Ranger (10X Genomics, v.6.1). Gene barcodes with unique molecular identifier counts that reached the threshold for cell detection were included in subsequent data analysis, using the R package Seurat^63^ (version 4.1.0).

*Analysis of human scRNA-seq data within compartments*. In a first step, data from the different compartments were analyzed separately. Data from cells with between 200 and 5,000 genes per cell and a percentage of mitochondrial genes below 10% were included in further analyses. Genes expressed in fewer than three cells were excluded. Data were log normalized and a batch effect was found in both the CSF and blood compartments. Therefore, established integration methods implemented within the Seurat package (CCA (canonical correlation analysis) and rPCA (reciprocal principal component analysis)) were applied, using the vst algorithm for detection of variable features. Data were then scaled and principal components computed for dimensional reduction. Applying *k*-nearest neighbors, the neighborhood overlap between cells was computed, followed by clustering the cells with a shared nearest-neighbor-based clustering algorithm. Uniform manifold approximation and projection was applied to visualize data in a two-dimensional space. The information from TCR enrichment library sequencing (10x Genomics, v.6.1) was added for each cell, followed by subsetting for cells where a TCR clonotype and only one beta chain had been detected. Small cell clusters with low quality and doublets, as well as a cluster expressing natural killer T cell signatures, were removed. For selecting the CD4^+^ T cells of the CSF for further analysis, the information provided by the anti-CD4 staining was used.

*Computing the TCR overlap between compartments*. For each individual MS or control sample, the amino acid sequence information from the TCR enrichment sequencing was used to match cells with identical TCR expression present in both the blood and CSF compartment of the same participant. If the expression of a TCR was found across compartments, cells were considered as overlapping. For TCRs found more or equal three times in total, cells were labeled as expanded across tissues.

*Combined analysis of human scRNA-seq data*. Both datasets (CSF and blood) were merged, log normalized, integrated with rPCA and scaled, before undergoing principal component analysis, neighborhood computation, clustering and dimensionality reduction using uniform manifold approximation and projection. The remaining 13 clusters were assigned a number, based on their expression level of CCR7 from high to low, with a Treg cluster characterized by Foxp3 expression. Each of the clusters expressed specific features, making them distinct on a transcriptomic level (Extended Data Fig. 8). Cluster T12 included only 13 cells from the CSF and was manually assigned to the nearest cluster T7 as it appeared to be unique for the blood compartment.

*Pathway analysis of human scRNA-seq data*. For analysis of enriched pathways in overlapping T cells compared to nonoverlapping cells derived from the blood of participants with MS (Extended Data Fig. 9), differentially expressed genes were computed using the R package MAST90 within the FindMarkers function of Seurat, with ‘logfc.threshold’ = 0, per cluster and overall. Genes enriched in overlapping versus nonoverlapping cells with an ‘avg_log2FC’ > two times the standard deviation of the ‘avg_log2FC’ of the individual comparison and a ‘p_val_adj’ < 0.05 were subset and the package EnrichR^64–66^ was used for pathway analysis using the database ‘GO_Biological_Process_2021’. Pathways with an ‘Adjusted.P.value’ < 0.05 and ‘Count’ ≥ 2 were considered significant and included in further analysis. For Extended Data Fig. 9c, the pathways plotted are derived from the comparison of all overlapping versus nonoverlapping cells (not taking into account the clusters), but only pathways that were enriched in overlapping cells compared to nonoverlapping cells in the overall comparison as well as in at least five other individual cluster-specific comparisons were included in the plot.

#### Schematic representation of functional modules

For Figs. 2i, 3g and 4j, the schematic representations of the essential modules regulating T cell migration were composed based on published studies, for the adhesion module^27,67–84^, for the chemotaxis module^22,30,85–88^ and for the egress module^33,89–93^. Color coding corresponds to parenchyma versus blood log_2_(fold change) values derived from the validation screen for those genes included in this screen (Supplementary Table 2); if the gene was not included due to not passing the initial selection criteria, color coding corresponds to the parenchyma versus blood log_2_(fold change) values derived from the genome-wide screen (Supplementary Table 1). For genes with more than one isoform, only those deemed relevant based on the literature are shown. When there were no published reports, only the isoforms included in the validation screen and thus showing a more pronounced log_2_(fold change) in the genome-wide screen were included. All parenchyma versus blood values used to generate the figures can be found in Supplementary Table 4.

*Statistical analysis and software*. FlowJo (version 10+) was used for analysis of flow cytometry data. For statistical analyses and plotting, GraphPad Prism version 7+ (GraphPad Software) and R^60,61^ (version 4.0.0+) were used. Calculations for total cell numbers were performed using R and Excel (Microsoft Office). Data are represented as the mean ± s.d. In box-and-whisker plots (Figs. 2, 3 and 4), the line in the middle of the box is the median, the box extends from 25th to 75th percentiles, whiskers extend from minimum to maximum values and the line connecting the box-and-whisker plots represents the mean Sample sizes are reported in the figure legends. All replicates are biological. Measurements were not repeated except in clinical-course experiments, where the same animal was tracked across several days. For disease-course experiments, the control animals were selected based on the same date of the cell transfer as for the KO-transferred animals. Some control animals in the disease-course analysis were therefore used for more than one KO. KO/control comparisons are represented as a ratio KO phenotype/control phenotype, unless otherwise specified. For the *Grk2*-KO/*S1pr1*-KO and double-KO experiment, the *Grk2*-KO values are the same as depicted previously for the *Grk2*-KO migration phenotype data (Fig. 4b,i). For in vitro surface staining experiments and intracellular cytokine stainings, control values are reused and therefore identical across different figures (Extended Data Figs. 4–7) as specified in the legends. The Shapiro–Wilk normality test was used to determine Gaussian distributions. When the dataset showed a Gaussian distribution, parametric tests were applied; in cases of a non-Gaussian distribution, non-parametric tests were used. The statistical analysis of CRISPR screen results was performed solely with the MAGeCK software^20^ using default settings (Figs. 1, 2, 3 and 4, Extended Data Figs. 1, 2 and 3 and Supplementary Tables 1, 2 and 4) and RNA-seq statistical analysis was performed solely by DESeq2 (galaxy; Fig. 6 and Extended Data Figs. 6 and 7), as described above. Test statistics were corrected for multiple testing if more than one comparison was run in parallel, with a two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli. For the evaluation of KO T_MBP_ cell migration validation experiments by FACS, animals with <100 cells detected in any population were excluded. All KO/control phenotype datasets were statistically evaluated with one-sample *t*-tests (parametric) or Wilcoxon signed-rank tests (non-parametric). For the *Grk2*/*S1pr1*-KO experiment, an ordinary one-way ANOVA with Tukey’s multiple-comparison tests (parametric) and Kruskal–Wallis test with Dunn’s multiple-comparison test (non-parametric) were run for the KO/control phenotypes across the different KOs. For the assessment of the disease induction and weight change phenotypes of the KO cell transfer, a repeated-measures two-way ANOVA for time and genotype variations (days 3 to 8 after T_MBP_ cell transfer for disease score, and days 0 to 8 for weight changes) and Sidak’s multiple-comparison test were run. For surface and intracellular FACS staining experiments, two-way ANOVAs were run with multiple comparisons between control and KO cells, correcting for multiple comparisons with the two-stage set-up method of Benjamini, Krieger and Yekutieli for controlling for the false discovery rate. The statistical tests are reported in the figure legends, as well as two-way ANOVA *F* and *P* values corresponding to T_MBP_ cell genotype variation (one degree of freedom), KO T_MBP_ cells compared to control T_MBP_ cells. All other *F* and *P* values are not reported. All statistical tests and *P* values are two tailed. For the human data, differential expression of genes between MS and control conditions and blood and CSF were computed using the R package MAST90 within the FindMarkers function of Seurat (Fig. 7 and Extended Data Figs. 9 and 10). Correlations are Pearson correlations, as indicated in the figure legends. Both CRISPR screens have three replicates. One blood replicate from the genome-wide screen was excluded due to bad technical quality. The bulk RNA-seq for the *Ets1*-KO and *Grk2*-KO experiments have three replicates. All other *n* values are reported in the figure legends. Significance was set as: NS, *P* > 0.05; *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. Adobe Illustrator (Adobe Systems), Inkscape and PowerPoint (Microsoft Office) were used for figure preparation.

#### Sample size, randomization and blinding

For the CRISPR screens, the sample size was determined based on the number of cells needed to maintain a minimum of 100× and a maximum of 1,000× coverage in all relevant cell populations, with the aim to minimize false discovery rates and ensure statistically meaningful data while also considering the practicality of handling the required number of cells. The number of replicates was chosen based on ref. ^94^.

No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported in previous publications (refs. ^5–7,18^). For the analysis of human CD4^+^ T cells by NGS, the samples from MS and control participants were selected due to availability of sufficient biomaterials.

The animals were allocated randomly for experimental groups. Data collection and analysis were not performed blind to the conditions of the experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41593-023-01432-2.

### Supplementary information

Reporting Summary

Supplementary Video 1 Time-lapse movie of control (lilac) and *Grk2*-KO TMBP cells (green) at the spinal cord leptomeninges at before onset of clinical EAE on day 2 after TMBP cell transfer. Blood vessels (gray) were visualized by intravenous injection of fluorescent dextran. Open arrow heads indicate the extravasated control and *Grk2*-KO TMBP cells. Inserted number indicates the time after the start of imaging. Scale bar, 50 μm.

Supplementary Video 2 Time-lapse movie of control (lilac) and *Grk2*-KO TMBP cells (green) at the spinal cord leptomeninges after onset of clinical EAE on day 3 after TMBP cell transfer. Blood vessels (gray) were visualized by intravenous injection of fluorescent dextran. White dashed lines outline blood vessels. Inserted number indicates the time after the start of imaging. Scale bar, 50 μm.

Supplementary Table 1 Genome-wide screen Mageck results.

Supplementary Table 2 Validation screen Mageck results.

Supplementary Table 3 Primers, oligonucleotides and PCR protocols.

Supplementary Table 4 Module cartoon schemes raw data.

Supplementary Table 5 Materials company names and catalog numbers.

Supplementary Code 1 All analysis code not for human scRNA-seq.

Supplementary Code 2 Analysis of CD4^+^ human T cells scRNA-seq—combination of PBMCs and CSF cells.

Supplementary Code 3 Analysis of CD4^+^ human T cells scRNA-seq—fold change of interesting genes MS versus control.

Supplementary Code 4 Analysis of CD4^+^ human T cells scRNA-seq—figure making.

Supplementary Code 5 Analysis of CD4^+^ human T cells scRNA-seq—calculating overlapping cells.

### Source data

Source Data Fig. 1 Figure and statistical source data.

Source Data Fig. 2 Figure and statistical source data.

Source Data Fig. 3 Figure and statistical source data.

Source Data Fig. 4 Figure and statistical source data.

Source Data Fig. 5 Figure and statistical source data.

Source Data Fig. 5 Unprocessed western blot images and information file about how to open them.

Source Data Fig. 6 Figure and statistical source data.

Source Data Extended Data Fig. 1 Figure and statistical source data.

Source Data Extended Data Fig. 2 Figure and statistical source data.

Source Data Extended Data Fig. 3 Figure and statistical source data.

Source Data Extended Data Fig. 4 Figure and statistical source data.

Source Data Extended Data Fig. 5 Figure and statistical source data.

Source Data Extended Data Fig. 6 Figure and statistical source data.

Source Data Extended Data Fig. 7 Figure and statistical source data.

Source Data Extended Data Fig. 7 Unprocessed western blot images and information file about how to open them.

Source Data Extended Data Fig. 9 Figure and statistical source data.

## Data Availability

NGS raw data and processed gene expression data that support the findings of this study are deposited in the Gene Expression Omnibus under the accession number GSE232344 (GSE232340 for data on the CRISPR screens, GSE232339 for bulk RNA-seq data and GSE232343 for scRNA-seq data). Source data are provided with this paper. All other data generated or analyzed during this study are included in the published article or are available from the corresponding authors upon reasonable request.

# Supplementary material for: A genome-wide in vivo CRISPR screen identifies essential regulators of T cell migration to the CNS in a multiple sclerosis model
**Source:** Nat Neurosci. 2023 Sep 14;26(10):1713–25. doi: 10.1038/s41593-023-01432-2
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Galaxy platform (Je-Demultiplex-llu (Galaxy Version 1.2.1), Cutadapt (Galaxy Version 4.4+galaxy0), Trimmomatic (Galaxy Version 0.39+galaxy0)), FACS Suite 1.06 (FACS VERSE), FACSDiva 8.0 (BD FACS Aria Fusion, FACS Fortessa), CytExpert 2.5.0.77 (Cytoflex S), Image Studio Lite Software version 5.2 (Odyssey FC, OFC-0661), Bio-Rad CFX Maestro 1.1 version 4.1.2433.1219 (Bio-Rad CFX Connect Real-Time PCR system), ICE software tool (version 2.0+)                                                      |
| Data analysis   | MAGeCK (version 0.5.7.1+), R (version 4.0.0+), tidyverse, Seurat v.4.1.0, MAST v.1.16.0, enrichR (v3.1), Cell ranger 10X Genomics v.6.1, Fiji (version 1.53e), RNA STAR (version 2.7.2b), HTSeq-count (version 1.0.0), DESeq2 (version 2.11.40.7+galaxy1), gProfiler (version of 2019), FlowJO (version 10+), GraphPad Prism (version 7+), Excel (Microsoft Office, 2016+)<br>Custom code used for the analysis of the data for this paper are uploaded as supplementary code in the supplementary information. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Next-generation sequencing raw data and processed gene expression data that support the findings of this study are deposited into GEO under the accession

number GSE232344 (GSE232340 for data on the CRISPR screens, GSE232339 for bulk RNAseq data and GSE232343 for scRNAseq data). All other data generated or analysed during this study is included in the published article or is available from the corresponding authors upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For the CRISPR screens, the sample size was determined based on the number of cells needed to maintain a minimum of 100x and a maximum of 1,000x coverage in all relevant cell populations, with the aim to minimize false discovery rates and ensure statistically meaningful data, while also considering the practicality of handling the required number of cells. Replicate number was chosen based on Ong et al, Scientific Reports 2017.<br>No statistical methods were used to pre-determine sample sizes but our sample sizes are similar to those reported in previous publications (See Ref. Odoardi et al., Nature 2012, Bartholomäus et al., Nature 2009, Schläger et al., Nature 2016, Kawakami et al., Journal of Experimental Medicine 2004). For the analysis of human CD4+ T cells by NGS, the samples from MS and control patients were selected due to availability of sufficient biomaterials. |
| Data exclusions | For in vivo migration assay (co-transfer experiments, Fig. 2c,g; 3b; 4b,i; 6b; Extended Data Fig. 5e,g), FACS data samples from the whole animal were excluded when <100 individual cells were detected in any population of interest.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | All animal experiments in this study include at least three independent biological replicates. The number of replicates is mentioned in the corresponding figure legend of each experiment. All replicated experiments were successful, except when prior exclusion criteria were met.<br><br>15,768 and 807 CSF derived and 29,749 and 40,845 blood derived CD4+ T cells from 4 MS patients and 4 control patients were used for NGS, respectively                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Randomization   | Rats were randomly allocated into experimental groups.<br><br>Human samples were allocated by MS patients and control patients. The samples were not randomized.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Blinding        | Investigators were not blinded during experiments due to the nature of the binary type of experiments (e.g. co-transfer experiments: BFP vs GFP labeled cell, disease course: obvious disease phenotype control vs EAE).<br><br>The analysis of NGS data is unbiased. Therefore, investigators were not blinded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | unconjugated mouse IgG1 Isotype control (Sigma, Cat#: M-1398, clone MOPC31c, Lot#: 084K4862, dilution: 1:100),<br>unconjugated NA/LE armenian hamster IgG2 Isotype control (BD Pharmingen, Cat#: 553961, clone Ha4/8, Lot#: 5105640, dilution: 1:100),<br>rat IgG1 Isotype control-PE (BD Pharmingen, Cat#: 554685, clone R3-34, Lot#: 87970, dilution: 1:100),<br>unconjugated mouse anti-rat CD49d (Thermo Fisher, Cat#: MA49D7, clone TA-2, Lot#: WG334936, dilution: 1:100),<br>unconjugated mouse anti-rat CD11a (Biolegend, Cat#: 201902, clone wt.1, Lot#: B267211, dilution: 1:100), |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

unconjugated mouse anti-rat CD18 (Thermo Fisher, Cat#: MA1817, clone wt.3, Lot#: RK245842, dilution: 1:100),  
 unconjugated mouse anti-rat TCRbeta (BD Pharmingen, Cat#: 554911, clone R73, Lot#: 0199116, dilution: 1:100),  
 unconjugated mouse anti-rat CD25 (Thermo Fisher, Cat#: MA517490, clone OX39, Lot#: VJ3104933, dilution: 1:100),  
 unconjugated mouse anti-rat CD134 (Thermo Fisher, Cat#: MA1-70020, clone OX40, Lot#: YC3847111, dilution: 1:100),  
 unconjugated armenian hamster anti-rat CD29 (Biolegend, Cat#: 102202, clone HMβ1-1, Lot#: B326869, dilution: 1:100),  
 rat anti-mouse/rat IL-17A-PE (BD Pharmingen, Cat#: 559502, clone TC11-18H10, Lot#: 81990, dilution: 1:100),  
 unconjugated mouse anti-rat IFNγ (eBioscience, Cat#: 14-7310-85, clone DB1, Lot#: E05481-500, dilution: 1:100),  
 donkey anti-mouse IgG-APC (Jackson ImmunoResearch, Cat#: 715-136-151, polyclonal, Lot#: 122609, dilution: 1:1000),  
 goat anti-armenian hamster IgG-APC (Jackson ImmunoResearch, Cat#: 127-135-160, polyclonal, Lot#: 150828, dilution: 1:1000),  
 goat anti-mouse IgG-AF647 (SouthernBiotech, Cat#:1038-31, polyclonal, Lot#: C1717-NI90C, dilution: 1:1000),  
 mouse anti-human-CD4-FITC (Biolegend, Cat#: 344604, clone SK3, Lot#: B331829, dilution: 1:100),  
 mouse anti-human-S1PR1-eF660 (Thermo Fisher, Cat#: 50-3639-41, clone SW4GYPP, Lot#: 2349796, dilution: 1:100),  
 mouse anti-human CD45RO-FITC (Thermo Fisher, Cat#: 11-0457-42, clone UCHL1, Lot#: 4272459, dilution: 1:40),  
 rat anti-human CCR7-APC (Thermo Fisher, Cat#: 17-1979-42, clone 3D12, Lot#: 4290631, dilution: 1:40),  
 mouse anti-human CD3-AF700 (Thermo Fisher, Cat#: 56-0037-42, clone OKT3, Lot#: 4330031, dilution: 1:50),  
 mouse anti-human CD4-Pacific Blue (Thermo Fisher, Cat#: MHCD0428, clone S3.5, Lot#: 2123513, dilution: 1:25),  
 mouse anti-human CD8-PerCP (BioLegend, Cat#: 344708, clone SK1, Lot#: B204989, dilution: 1:25),  
 rabbit anti-rat ETS1 (Cell Signaling Technology, Cat#: 14069S, clone D808A, Lot #: 3, dilution: 1:1000),  
 mouse anti-beta Actin Antibody HRP (Santa Cruz, Cat#: sc-47778 HRP, clone C4, Lot #: A2418, dilution: 1:100000),  
 mouse anti-rabbit IgG-HRP (Santa Cruz, Cat#: sc-2357 HRP, secondary antibody, Lot #: A0318, dilution: 1:10000),  
 rabbit anti-GRK2 (Cell Signaling Technology, Cat#: 74761S, polyclonal, Lot #: 1, dilution: 1:1000),  
 rabbit anti-Phospho-p44/42 MAPK(Erk1/2)(Thr202/Tyr204) (Cell Signaling Technology, Cat#: 4370T, clone D13.14.4E, Lot #: 28, dilution: 1:1000),

rabbit anti-p44/42 MAPK(Erk1/2) (Cell Signaling Technology, Cat#: 4695T, clone 137F5, Lot #: 35, dilution: 1:1000),  
 anti-human-CD49d-APC (Biolegend, Cat#: 304307, clone 9F10, Lot#: B270194, dilution: 1:100),  
 anti-human CXCR3-PE (Biolegend, Cat#: 353705, clone G025H7, Lot#: B342049, dilution: 1:100),  
 anti-human CD29-PE (Biolegend, Cat#: 303003, clone TS2/16, Lot#: B358184, dilution: 1:100),  
 anti-human CD11a-PE (Biolegend, Cat#: 301207, clone HI111, Lot#: B319403, dilution: 1:100),  
 mouse anti-human CD3 (Thermo Fisher, Cat#: 16-0037-81, clone OKT3, Lot#: 2493171),  
 mouse anti-human CD28 (Thermo Fisher, Cat#: 16-0289-81, clone CD28.2, Lot#: 2470259)  
 anti-human CD4 (Catalog no: 300567; Lot no: B300113; Clone: RPA-T4)  
 anti-human CD8a (Catalog no: 301071; Lot no: B315106; Clone: RPA-T8)  
 isotype mlgG1-control-Ab (Catalog no: 400187; Lot no: B333559; Clone: MOPC-21)

## Validation

Antibodies were commercially available and validated by the manufacturers or used in previous studies according to manufactures:  
 Flow cytometry:

unconjugated mouse IgG1 Isotype control (Sigma, Cat#: M-1398) : 8 citations  
 unconjugated NA/LE armenian hamster IgG2 Isotype control (BD Pharmingen, Cat#: 553961) : 4 citations  
 rat IgG1 Isotype control-PE (BD Pharmingen, Cat#: 554685) : data sheet  
 unconjugated mouse anti-rat CD49d (Thermo Fisher, Cat#: MA49D7) : data sheet  
 unconjugated mouse anti-rat CD11a (Biolegend, Cat#: 201902) : data sheet  
 unconjugated mouse anti-rat CD18 (Thermo Fisher, Cat#: MA1817) : data sheet  
 unconjugated mouse anti-rat TCRbeta (BD Pharmingen, Cat#: 554911) : data sheet  
 unconjugated mouse anti-rat CD25 (ThermoFisher, Cat#: MA517490) : data sheet  
 unconjugated mouse anti-rat CD134 (Invitrogen, Cat#: MA1-70020) : data sheet  
 unconjugated armenian hamster anti-rat CD29 (Biolegend, Cat#: 102202) : data sheet  
 rat anti-mouse IL-17A-PE (BD Pharmingen, Cat#: 559502) : data sheet  
 unconjugated mouse anti-rat IFNγ (eBioscience, Cat#: 14-7310-85) : 38 citations  
 mouse anti-human-CD4-FITC (Biolegend, Cat#: 344604) : data sheet  
 mouse anti-human-S1PR1-eF660 (Thermo Fisher, Cat#: 50-3639-41) : data sheet  
 mouse anti-human CD45RO-FITC (Thermo Fisher, Cat#: 11-0457-42) : data sheet  
 rat anti-human CCR7-APC (Thermo Fisher, Cat#: 17-1979-42) : data sheet  
 mouse anti-human CD3-AF700 (Thermo Fisher, Cat#: 56-0037-42) : data sheet  
 mouse anti-human CD4-Pacific Blue (Thermo Fisher, Cat#: MHCD0428) : data sheet  
 mouse anti-human CD8-PerCP (BioLegend, Cat#: 344708) : data sheet  
 mouse anti-human-CD49d-APC (Biolegend, Cat#: 304307) : data sheet  
 mouse anti-human CXCR3-PE (Biolegend, Cat#: 353705) : data sheet  
 mouse anti-human CD29-PE (Biolegend, Cat#: 303003) : data sheet  
 mouse anti-human CD11a-PE (Biolegend, Cat#: 301207) : data sheet  
 Westernblot:  
 rabbit anti-rat ETS1 (Cell Signaling Technology, Cat#: 14069S) : data sheet  
 mouse anti-beta Actin Antibody HRP (Santa Cruz, Cat#: sc-47778 HRP) : data sheet  
 rabbit anti-GRK2 (Cell Signaling Technology, Cat#: 74761S) : data sheet  
 rabbit anti-Phospho-p44/42 MAPK(Erk1/2)(Thr202/Tyr204) (Cell Signaling Technology, Cat#: 4370T) : data sheet  
 rabbit anti-p44/42 MAPK(Erk1/2) (Cell Signaling Technology, Cat#: 4695T) : data sheet

Functional assay:

mouse anti-human CD3 (Thermo Fisher, Cat#: 16-0037-81): 95 citations  
 mouse anti-human CD28 (Thermo Fisher, Cat#: 16-0289-81): 32 citations  
 scRNAseq:  
 anti-human CD4 (Catalog no: 300567; Lot no: B300113; Clone: RPA-T4): 8 citations  
 anti-human CD8a (Catalog no: 301071; Lot no: B315106; Clone: RPA-T8): 2 citations  
 isotype mlgG1-control-Ab (Catalog no: 400187; Lot no: B333559; Clone: MOPC-21): 3 citations

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                       |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HEK293 T cells (ATCC)<br>GP+E86 (ATCC)                                                                |
| Authentication                                                       | Cell line was not authenticated after purchase                                                        |
| Mycoplasma contamination                                             | Cell line was not tested for mycoplasma contamination but no indication of contamination was observed |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                       |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Lewis rats (LEW/Crl and LEW/OrRj) were obtained from Charles River and Janvier. They were bred at the animal facility of Biomedical center, LMU. Both male and female rats at age between 5-20 weeks were used |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                        |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                    |
| Ethics oversight        | Regierung von Oberbayern                                                                                                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|----------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | Subjects in the MS group had been diagnosed with relapsing-remitting MS according to the revised McDonald criteria and had a relapse no longer than 45 days prior to lumbar puncture. All patients are female and age 27, 31, 32 and 41. Samples from four sex- and age (25, 25, 27 and 52)- matched individuals diagnosed with idiopathic intracranial hypertension were included in the control group. PBMCs of four healthy donors used for CRISPR gene editing were derived from leukoreduction system chambers.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Recruitment                | <p>Patients with MS recruited for this study were seen at our outpatient department of the Institute of Clinical Neuroimmunology for clinical diagnostic work-up and CSF sampling was performed due to diagnostic purposes only. To reduce heterogeneity as well as confounders based on disease-modifying treatment, the RRMS-CSF cohort is composed of treatment naïve patients with early MS only and only those patients were eligible for our study. Hence with regard to patient selection we can exclude any self-selection bias or other biases and the selection of patients has to the best of our knowledge no impact on the results. As non-inflammatory controls we obtained and analysed CSF samples from patients with idiopathic intracranial hypertension. In these cases lumbar puncture was performed as a therapeutic intervention only.</p> <p>We hereby confirm that all MS patients and controls (patients with IIH) included in the study have given a written informed consent. Recruitment of individuals took place from August 2020 to January 2021</p> |
| Ethics oversight           | Written informed consent was obtained from all subjects according to the Declaration of Helsinki, Collection of samples was approved by local ethics committees of the LMU, Munich, ethical vote: 163-16 and LMU #18-821                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                            |
|--------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Blood was withdrawn by heart puncture into a heparinized syringe. Spleen, parathymic lymph nodes, and leptomeninges and parenchyma of the spinal cord were dissected and homogenized by passing through a metal strainer. Lymphocytes were |
|--------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

isolated from blood by a Nycoprep gradient. First, the blood was diluted with an equal volume of PBS and overlaid onto Nycoprep. After centrifugation at 800 g, room temperature for 30 min with mild acceleration and brake, lymphocytes were collected from the interface. For spleen, erythrocytes were removed by treating with ACK buffer for 3 min on ice and lymphocytes were isolated using the EasySep™ Rat CD4+ T Cell Isolation Kit (StemCell, 19642), before purification by sorting. From the spinal cord parenchyma the lymphocytes were isolated using a 30%/64% Percoll gradient and centrifugation at 1,200 g, room temperature for 30 min with mild acceleration and brake. Lymphocytes were collected from the interface. In vitro lymphocytes were separated from thymocytes by overlaying onto Nycoprep. After centrifugation at 675 g, room temperature for 10 min with mild acceleration and brake, lymphocytes were collected from the interface.

## Instrument

FACS VERSE (BD Biosciences), FACS Fortessa (BD Biosciences), Cytoflex S (Beckman Coulter)

## Software

FACS Suite (FACS VERSE), FACSDiva (FACS Fortessa), CytExpert (Cytoflex S), FlowJO (version 10+)

## Cell population abundance

Cell population abundance pre-sorting ranged from 1% to >50% depending on the tissue. Post sort, purity was confirmed by re-analysis of the sorted population.

## Gating strategy

Sorting rat T cells in genome-wide and validation screening: Lymphocytes were gated in an FSC-A vs. SSC-A dot plot defined by size and granularity. Doublets were excluded in a FSC-H vs FSC-A plot. Cells in the gate were displayed in a FITC-A vs. PB450-A/BV421-A plot to identify BFP+ and GFP+ populations.

In vivo migration analysis, chemotaxis assay: Lymphocytes were gated in an FSC-A vs. SSC-A dot plot defined by size and granularity. Cells in the gate were displayed in a FITC-A (EGFP) vs. PB450-A/BV421-A (BFP) plot to identify BFP+ and GFP+ populations.

In vitro rat T cell staining: Lymphocytes were gated in an FSC-A vs. SSC-A dot plot defined by size and granularity. Doublets were excluded in a FSC-H vs FSC-A plot. Cells in the gate were displayed in a FITC-A (EGFP) vs. PB450-A/BV421-A (BFP) plot to identify BFP+ and EGFP+ populations. The populations were further displayed in a single-parameter histogram of APC-A (CD49d/CD29/CD11a/CD18/TCR/CD25/CD134)

In vitro human T cell staining: Lymphocytes were gated in an FSC vs. SSC dot plot defined by size and granularity. Doublets were excluded first in a FSC-H vs FSC-A plot second in a SSC-H vs SSC-A plot. Cells in the gate were displayed in a FITC-A (CD4) vs. PB450-A (LIVE/DEAD) plot to identify live CD4+ T cells. The populations were further displayed in a single-parameter histogram of APC-A/PE (S1PR1, CD49d / CXCR3, CD11a, CD18).

Sorting human T cells: CD3+ T cell lymphocytes were gated in a SSC vs. AF700 (CD3) plot. The gated population was further separated into CD8+ and CD4+ populations in a PerCP (CD8) vs. PacificBlue (CD4) plot. Cells in each gate were displayed in a FITC (CD45RO) vs. APC (CCR7) plot to distinguish Effector Memory cells (CD45RO+, CCR7-), Central Memory Cells (CD45RO+, CCR7+), Effector cells (CD45RO-, CCR7-) and naïve cells (CD45RO-, CCR7+).

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: A genome-wide in vivo CRISPR screen identifies essential regulators of T cell migration to the CNS in a multiple sclerosis model
**Source:** Nat Neurosci. 2023 Sep 14;26(10):1713–25. doi: 10.1038/s41593-023-01432-2
**Supplement:** Supplementary file 19 — Unprocessed western blot images and information file about how to open them.

## Slide 1
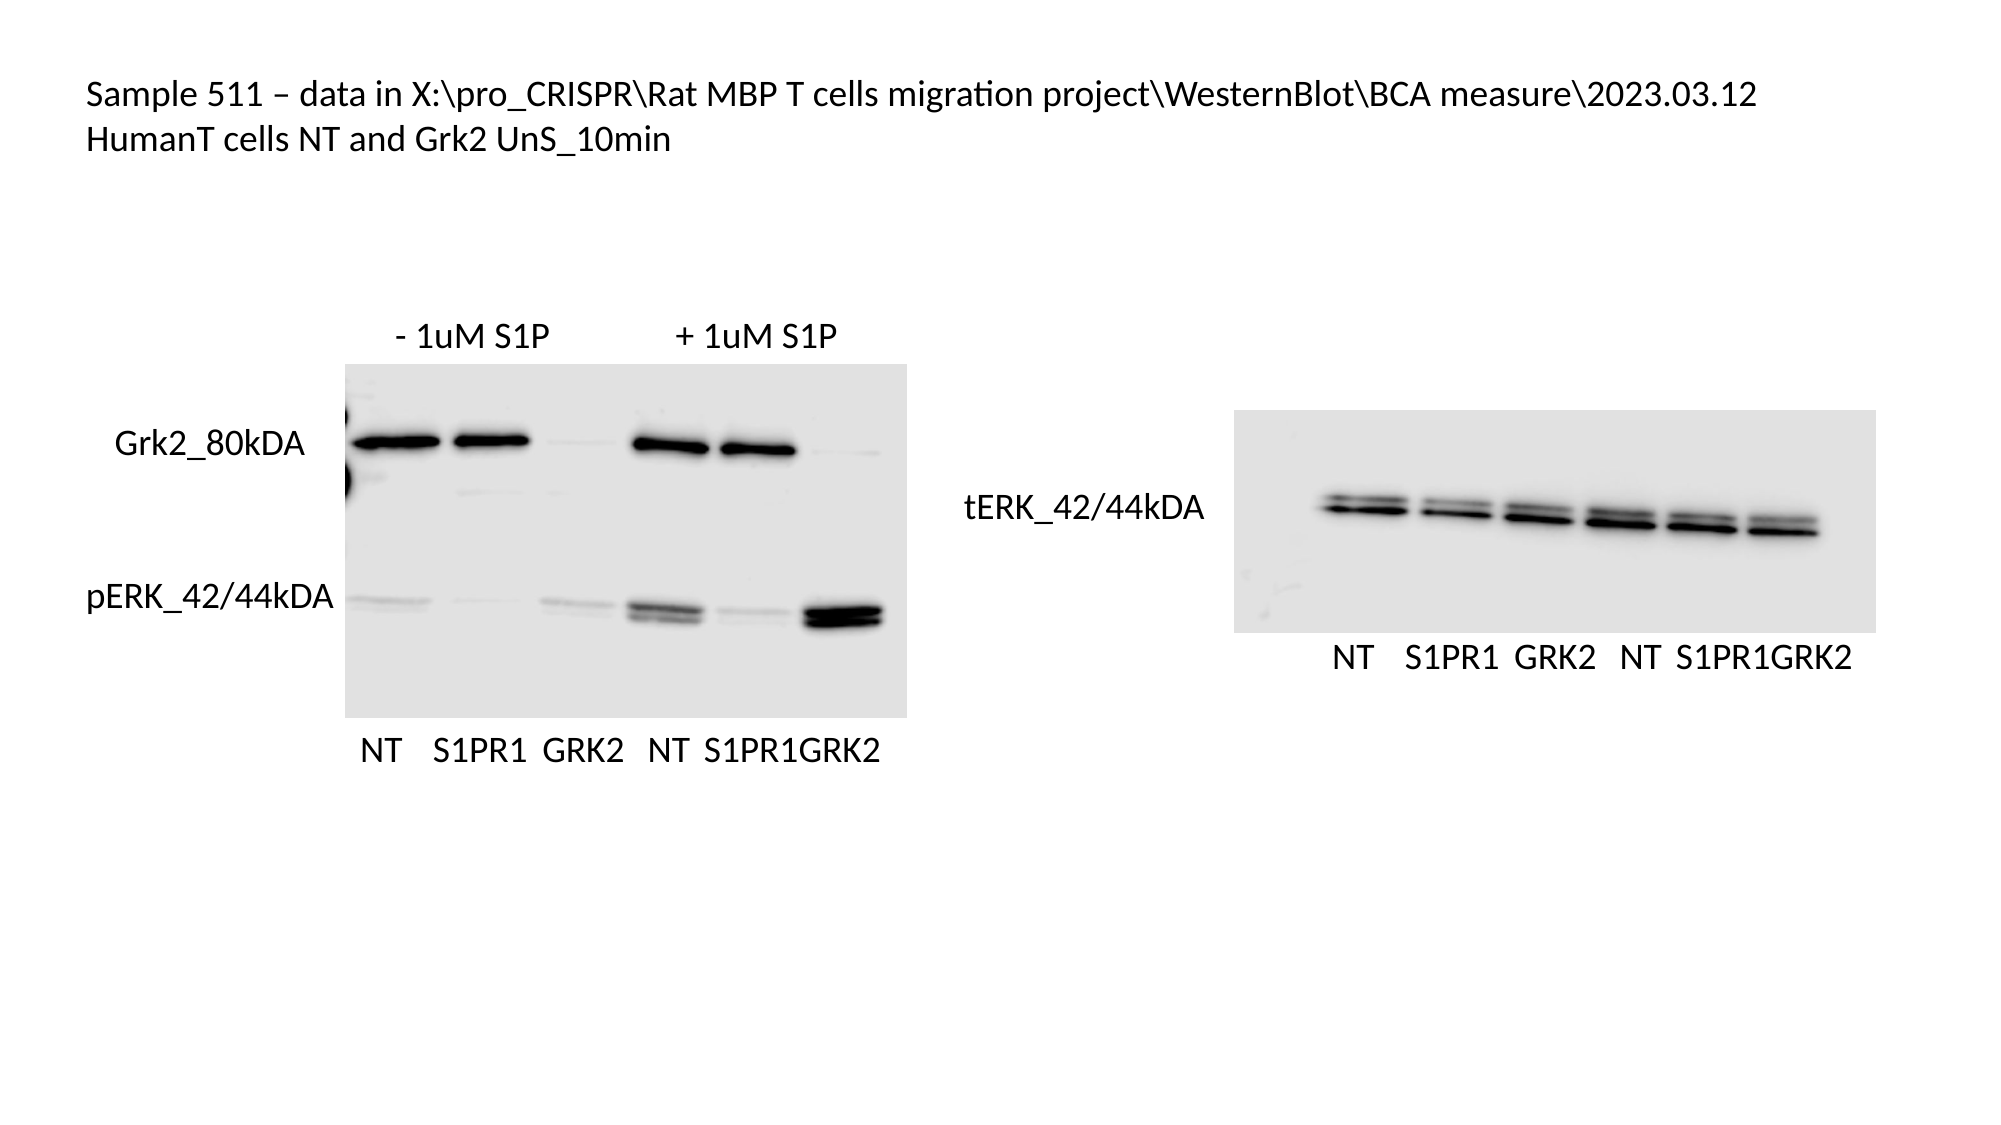

Sample 511 – data in X:\pro_CRISPR\Rat MBP T cells migration project\WesternBlot\BCA measure\2023.03.12 HumanT cells NT and Grk2 UnS_10min
- 1uM S1P
+ 1uM S1P
Grk2_80kDA
pERK_42/44kDA
NT
S1PR1
GRK2
NT
S1PR1
GRK2
tERK_42/44kDA
NT
S1PR1
GRK2
NT
S1PR1
GRK2

# Supplementary material for: A genome-wide in vivo CRISPR screen identifies essential regulators of T cell migration to the CNS in a multiple sclerosis model
**Source:** Nat Neurosci. 2023 Sep 14;26(10):1713–25. doi: 10.1038/s41593-023-01432-2
**Supplement:** Supplementary file 28 — Unprocessed western blot images and information file about how to open them.

## Slide 1
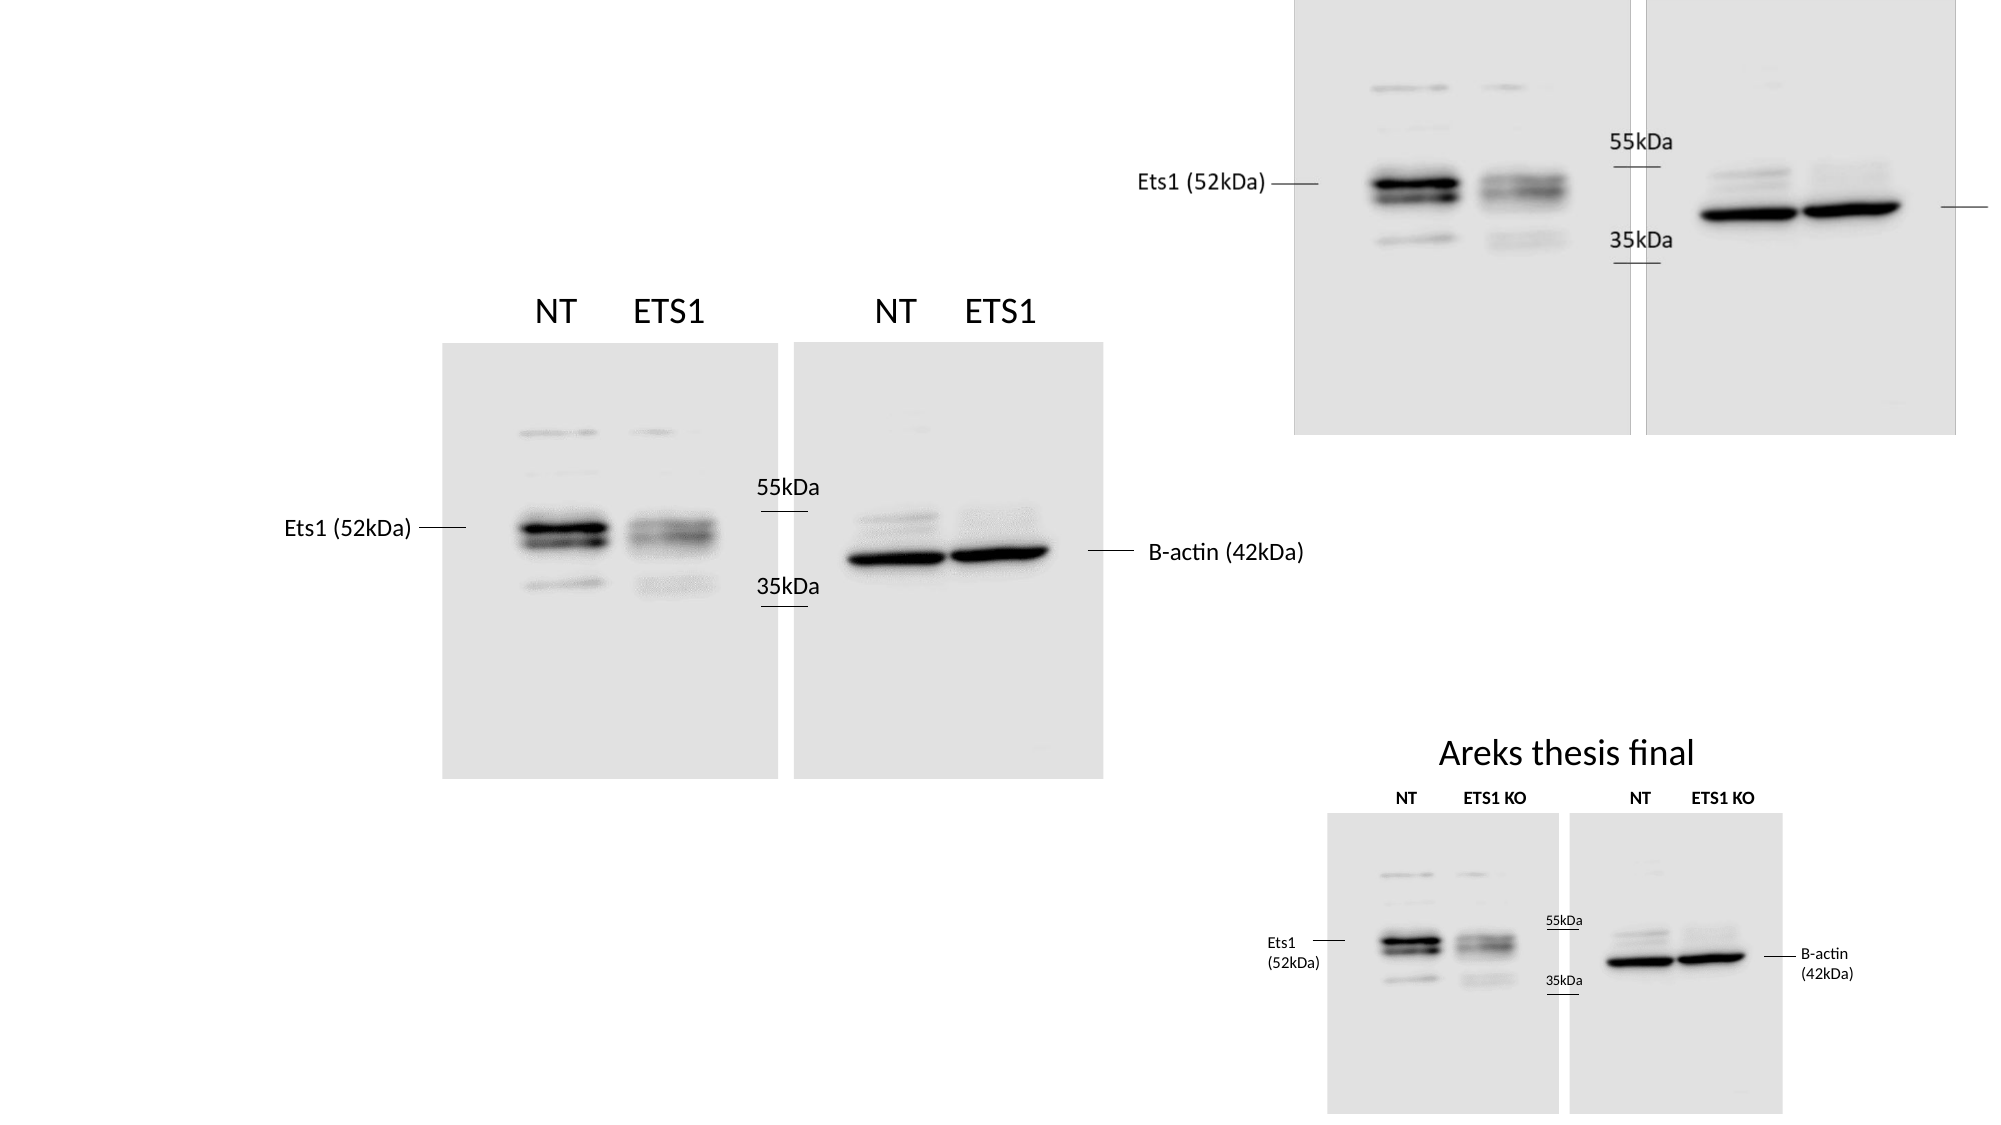

NT
ETS1
NT
ETS1
55kDa
Ets1 (52kDa)
B-actin (42kDa)
35kDa
Areks thesis final
NT
ETS1 KO
NT
ETS1 KO
55kDa
Ets1 (52kDa)
B-actin (42kDa)
35kDa

How the deposited data were processed for this re-analysis (not part of the article)

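Bulk 3′ mRNA-seq of rat T_MBP_ cells isolated on day 3 after transfer was analysed in 18 libraries, 3 per group. The groups were *Ets1*-KO and control cells from the spinal cord parenchyma, *Ets1*-KO and control cells from the spleen, and *Grk2*-KO and control cells from the spleen. The conditions of all libraries were taken from the sample labels. Of the human CD4+ T cells only the authors' comparison of *ETS1*-KO with control cells was used, and 8 columns of human values per sample were not used here. The screens, the single-cell data and the flow cytometry were not analysed here.

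According to the methods, the authors aligned the reads to Rnor_6.0 with STAR without trimming, counted them per gene with HTSeq-count and computed size factors with DESeq2's poscounts method. The signal values per library, as deposited by the authors, are reads per gene divided by the library's size factor, within each of 3 tables of 32882 genes. The log2 values are fold changes of KO against control that the authors computed with DESeq2, with a batch correction per animal when applicable. The p values, unadjusted and adjusted, are those of the authors' DESeq2 comparisons as deposited. The methods do not mention a prior on fold changes. The table of the authors' *Grk2* comparison holds 7303 genes.

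All positive values (100%) of each library were multiples of 1 step, from which whole reads were recovered, with a tolerance of 0.01. Reads on genes ranged from 898092 to 2248258 per library, and between 9635 and 10967 genes had at least 1 read. Counting reads at 3′ ends does not show edits elsewhere in a transcript, and mRNA levels need not follow protein levels.

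Genes with a mean normalized count of at least 10 over the 6 libraries of a table were tested on log2(normalized count + 1) with limma (lmFit, and eBayes with a trend), with replicate number as a block and a Benjamini-Hochberg adjusted p under 0.05 as the threshold. All limma, edgeR and DESeq2 tests were two-sided. That libraries of the same number come from the same animal was taken from the co-transfer design and is not stated in the sample labels. With 2 residual degrees of freedom per gene, the spleen fits borrowed most of their information from the trend, with prior degrees of freedom of 22 and 141 in the *Ets1* and *Grk2* tables. In the parenchyma the prior degrees of freedom had no finite value, so that the variance of each gene came from the trend alone. Standard errors from limma there do not measure the spread of a gene's own pairs. In the spleen they do so only in part. Without the trend the prior degrees of freedom were between 3.05 and 3.53. Single genes were also tested with two-sided exact permutation tests over 20 labellings of 3 against 3 libraries, whose smallest p is 0.1.

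The effect of *Ets1* editing was compared between tissues with limma on the log2 ratio of each pair within its table, 3 ratios per tissue. The 8 gene set tests used limma's fry, directional for the pathway lists and for mixed directions otherwise, with adjustment over the 8 tests, and each was set beside 1000 random lists of the same size. The sets were the genes of the upregulated and downregulated pathways of Fig. 6e, taken from terms with a negative log10 adjusted p above 2, the essential regulators overlaid in Fig. 6d, and the surface marker and cytokine genes of Extended Data Figs. 6 and 7. Lists of 12 myeloid and 10 B cell marker genes were used for tests of other cells. The rat and human fold changes were compared across genes matched by symbol.

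The genes named in the text were the edited gene of each comparison, the genes that the paper names for these libraries (*Il17a*, *Il17f*, *Tnfrsf9*, *Nkg7* and *Prf1*), *Ccr6* from the qPCR of Extended Data Fig. 7, the 19 genes labelled in Fig. 6h, the genes with an adjusted p under 0.05 in the source data of Extended Data Fig. 6, and the 5 largest rises and 5 largest falls of each comparison among genes called and changed alike in all 3 pairs. This rule, the tests and the alternatives were fixed before the data were examined, except where the text says that a choice came later. The genes of the surface marker list were fixed with that list. *Tbx21* and *Itga4* in the parenchyma and the MHC class II genes other than *Cd74* fall outside the rule and were chosen after their values were seen.

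The alternatives were no replicate block, pseudocounts of 0.1 and 5, no filter and a minimum of 50, quantile normalization, upper quartile scaling, each replicate left out in turn, eBayes without a trend, edgeR's quasi-likelihood test, DESeq2 with and without the block, the paper's rule of 3 SD, and camera with an estimated correlation. For the sets tested for mixed directions, cameraPR on ranks of the absolute t statistics was used with that correlation. Both compare a set with the other genes. DESeq2 with a prior on fold changes was added after seeing the data.

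The tests were tested on simulated data with 200 genes, drawn separately for each of the 3 tables, changed by 1 on the log2 scale. Recovery was counted over the changed genes that passed the count minimum, between 190 and 195 of the 200. With a dispersion of 0.02 for every gene, limma with the block recovered between 71.9% and 75.9% of these changed genes. Between 4.2% and 6% of its calls were false. With dispersions that differed between genes limma recovered between 48.9% and 61.6% of them, and between 1.1% and 6.9% of its calls were false. In these last data the changes of the parenchyma and the spleen *Ets1* tables differed in 329 of the genes tested for a tissue difference, and that test recovered 94 of them with 3 false calls. R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3 and numpy 2.4.6 were used.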

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

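The draw of reads to equal depth for the tissue difference, the counts of shared genes under other scalings and the limit by which the myeloid marker sum was judged, were chosen after the result was seen, and the other tests were not.

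The effect of *Ets1* editing differed between the parenchyma and the spleen by a test of the difference itself in 137 of 6520 genes. Without replicate 1 the number was 28, and without the variance trend it was 2. Among the genes named in the text, the difference was 2.32 on the log2 scale for *Vdr* (standard error 0.31, adjusted p = 7.72e-06 from limma), which rose in all 3 pairs of the parenchyma and fell in all 3 of the spleen. It was 1.57 for *Ccl4* (standard error 0.20, adjusted p = 6.52e-06), 1.38 for *Prf1* and 1.27 for *Nkg7*. For *S100a6* the difference was −0.52 (standard error 0.14, adjusted p = 0.0456), with a rise in both tissues that was larger in the spleen. The other differences of named genes with an adjusted p under 0.05 were more positive in the parenchyma for *Fabp5* (1.70), *Bicd1* (1.56) and *Magi3* (1.40) and more negative for *Vim* (−0.51), *Fgl2* (−0.54), *Was* (−0.69), *RGD1564664* (−0.94), *Kif20b* (−1.11), *Cenpe* (−1.12), *Ccr3* (−1.18), *Kif15* (−1.18), AABR07027872.1 (−1.54), *Kifc1* (−1.75), AABR07008568.1 (−1.83), *Ffar4* (−2.12), *Mlkl* (−2.33) and AABR07017634.1 (−3.08). Over the alternatives that kept the trend the adjusted p ranged from 5.06e-07 to 0.000893 for *Vdr*, from 9.41e-08 to 0.000473 for *Ccl4* and from 0.019 to 0.624 for *S100a6*, the last without replicate 1. Leaving out 1 replicate also took *Fabp5* (0.175), *Bicd1* (0.158), *Magi3* (0.0678), *Was* (0.171), *Mlkl* (0.158), *Ffar4* (0.101), *Vim* (0.501), *Fgl2* (0.509), *RGD1564664* (0.164), *Kif20b* (0.13), *Cenpe* (0.0513), *Kif15* (0.335) and AABR07027872.1 (0.128) past 0.05. Without the trend *Vdr* had an adjusted p of 0.0288 and *Ccl4* of 0.204. *Ccl4* was low in the spleen, at 28.0 ± 5.85 normalized counts in control and 14.3 ± 3.68 in *Ets1*-KO cells (SD, n = 3), against 1165 ± 270 and 1809 ± 348 in the parenchyma.

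Unequal depth in the spleen is argued against as the whole cause. With the reads of each table drawn down to its smallest library, 128 genes differed, 106 of them among the 137, and all 137 kept the direction of their difference. The scaling is argued against as well, since 118 genes differed after quantile normalization, 112 of them among the 137, and 131 with upper quartile scaling, 130 of them among the 137, and all 137 kept their direction with both. Reads from myeloid cells could raise genes in the parenchyma only, but the 12 marker genes together rose by 9.22 normalized counts there. Of the 10 splits of the 6 ratios only the real split, 1 of 10, gave as many genes, another split gave 1 gene and the rest gave 0. The share cannot be under 0.1 with 3 ratios per tissue, so that it does not decide by itself whether the grouping arose by chance. The tissues are also different tables of the authors, and whether the libraries of both tissues share animals is not given in the sample labels. A difference in biology between T cells in the spinal cord and in the spleen stays open and was not tested further.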

How the results depend on the processing

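The DESeq2 fits with a prior on fold changes were chosen after the result was seen, and the other alternatives were not.

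Over the count, gene, set and correlation results, 145 values of alternatives kept their direction and side of the threshold or moved little, 37 moved, 17 became weaker, 3 stronger and 1 reversed.

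The replicate block matters for the number of genes, and the pairing of libraries by number rests on the design. Across genes, which are not independent replicates, deviations from the group mean of same-numbered control and KO libraries correlated with r of 0.126, 0.159 and −0.003 in the parenchyma, 0.089, 0.077 and 0.175 in the spleen *Ets1* table and 0.145, 0.006 and 0.122 in the *Grk2* table. The highest r of libraries with other numbers was 0.045, 0.05 and 0.017, above that of pair 3 in the parenchyma and pair 2 in the *Grk2* table, so that the values bear out the pairing only in part. With no replicate block 200 genes passed in the parenchyma, 71 in the *Ets1*-KO cells of the spleen and 19 in the *Grk2*-KO cells, all among the genes called with it, and the adjusted p of the essential regulators in *Grk2*-KO cells was 0.329. The cause was not tested.

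With eBayes without a trend 3 genes passed in the parenchyma, 0 in the *Ets1*-KO cells of the spleen (785 with an unadjusted p under 0.05), 0 in *Grk2*-KO cells (571 with an unadjusted p under 0.05) and 2 in the tissue difference. *Grk2* itself kept its log2 fold change of −1.224 with an adjusted p of 0.496. The trend sets the variance that these calls rest on.

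With no filter 212 genes passed in the parenchyma and 242 in the spleen *Ets1*-KO cells. With a minimum of 50, 60 genes passed in *Grk2*-KO cells. The correlation between rat and human was 0.026 with no filter and 0.102 with a minimum of 50. With edgeR's quasi-likelihood test 238 genes passed in the spleen *Ets1*-KO cells. DESeq2 with the block gave 84, 59 and 13 genes in the parenchyma, the spleen *Ets1*-KO cells and the *Grk2*-KO cells, and DESeq2 with no block 134, 88 and 14. The rule of 3 SD left 65, 31 and 32 genes. DESeq2 with a prior gave 69, 63 and 12 genes with the block and 130, 92 and 11 without it. The rule of 3 SD leaves fewer genes by construction. For the others the cause was not tested.

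Across the 3 fits that each left out 1 replicate, the number of genes ranged from 163 to 277 in the parenchyma, from 3 to 232 in the spleen *Ets1*-KO cells, from 6 to 50 in *Grk2*-KO cells and from 28 to 112 in the tissue difference. The lowest values came without replicate 2 in the parenchyma and *Grk2*-KO cells and without replicate 1 in the others. The log2 fold change of *Grk2* ranged from −1.490 to −1.026, with an adjusted p of 0.053 without replicate 2. That of *Ets1* in the spleen ranged from −0.141 to 0.009 and was reversed without replicate 2. The correlation between rat and human ranged from 0.032 to 0.049. These fits have fewer samples.

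In the same fits the adjusted p ranged from 0.0343 to 0.0953 for both pathway lists in the parenchyma, from 0.0492 to 0.518 for the upregulated and from 0.0417 to 0.161 for the downregulated list in the spleen, and from 0.000722 to 0.114 for the surface marker genes in *Grk2*-KO cells. For the essential regulators it ranged from 0.0417 to 0.114 in the parenchyma and from 0.0482 to 0.312 in *Grk2*-KO cells. Both parenchyma lists lost their calls only without replicate 2. With camera the adjusted p was 0.0888 for the downregulated list in the spleen. With cameraPR it was 0.236 for the surface marker genes, and 0.6 and 0.632 for the essential regulators in the parenchyma and in *Grk2*-KO cells. The upregulated list in the spleen passed with quantile normalization (0.0488) and upper quartile scaling (0.0256).

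For single genes, which here are those named by rule, those of the surface marker list, *Tbx21*, *Vdr* and *Ccl4*, 1620 values of alternatives were unchanged in direction and call, 279 became weaker, 8 stronger and 26 reversed. Without 1 replicate, the log2 fold change in the spleen *Ets1*-KO cells ranged from −0.020 to 0.226 for *Ahi1*, from −0.012 to 0.227 for *Arhgap25*, from −0.166 to 0.016 for *Hpcal1*, from −0.111 to 0.033 for *Rac2* and from −0.221 to 0.026 for *Slc44a2*, each reversed without replicate 3. It ranged from −0.032 to 0.136 for *R3hdm4* and from −0.293 to 0.201 for *Unc119*, reversed without replicate 2, and from −0.036 to 0.259 for *Atp2a3*, reversed without replicate 1. The tissue difference ranged from −0.025 to 0.455 for *Ahi1*, reversed without replicate 2, and from −0.288 to 0.505 for *Ccr6*, reversed without replicate 1.

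Among the surface marker and cytokine genes, the fits without 1 replicate gave log2 fold changes in the spleen *Ets1*-KO cells from −0.289 to 0.406 for *Tnfrsf4*, reversed without replicate 2, from −0.021 to 0.065 for *Itgb1*, reversed without replicate 3, and from −0.051 to 0.017 for *Itgal*, reversed without replicate 1. In the parenchyma they ranged from −0.037 to 0.036 for *Itgb1*, reversed without replicate 1. In *Grk2*-KO cells they ranged from −0.048 to 0.023 for *Itgal* and from −0.107 to 0.114 for *Il17a*, both reversed without replicate 3. Other tests reversed 3 of these. *Itgal* in the spleen *Ets1*-KO cells was 0.023 with DESeq2 with the block, 0.027 without it, and 0.020 and 0.025 with a prior, with and without the block. *Itgb1* in the parenchyma was −0.002 with DESeq2 with no block, and −0.000 and −0.002 with a prior, with and without the block. *Il17a* in *Grk2*-KO cells was 0.008 with edgeR, 0.038 with DESeq2 with no block and 0.011 with a prior and no block. None of the reversed values had an adjusted p under 0.05.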

Differences from the paper's values

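The DESeq2 fits with a prior on fold changes were chosen after the values were seen, and no other setting was.

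In the paper's qPCR (Extended Data Fig. 7) the log2 ratio of *Ets1* in *Ets1*-KO to control cells was −2.737 (error 0.096, the SD of the log2 ratios of the paper's 3 *Ets1*-KO values), against 0.087 here in the parenchyma libraries. The paper's qPCR value of *Ccr6* was 1.152 (error 0.168, the same SD), against 1.402 here. These errors leave out the spread of the control values, which for *Ccr6* had a mean of 1.0 and an SD of 0.127 before taking log2. A difference is therefore not shown for *Ccr6*. None of the alternatives set before the data were examined closed the gap of *Ets1*, with values from 0.028 to 0.118. For *Ccr6* the values ranged from 1.353 to 1.437. The paper's text does not name the cells of the qPCR.

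In the paper's source data the log2 fold change of *Tnfrsf9* in the parenchyma was 1.411, against 1.873 here, and that of *Ccr6* was 1.206, against 1.402. In *Grk2*-KO cells the paper's values were −0.913 for *Ccr3*, against −1.182, and −0.583 for *Dpp4*, against −2.087. Of the alternatives set before the data were examined, only the fit without replicate 3 brought *Tnfrsf9* within the replicate SD, at 1.67, and none did so for *Ccr6*, *Ccr3* or *Dpp4*. With a prior on fold changes in DESeq2, chosen after seeing the values, the log2 fold changes were 1.411, 1.206, −0.913 and −0.583.

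The paper states that *Ets1*-KO cells of the spleen did not show the changes seen in the parenchyma. Here 155 genes passed in the spleen, among them 8 of the 50 upregulated pathway genes that could be tested, 5 of them higher and 3 lower, and 16 of the 53 downregulated ones, all 16 lower. The authors' own comparison calls 63 genes in the spleen, of which 56 are among the 155, and all 63 were called with DESeq2 with a prior and the block, a setting chosen after seeing the values.

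The paper states that adhesion molecules were unaltered in *Grk2*-KO cells, measured as proteins. Its methods describe this surface staining as in vitro, whereas the libraries came from spleen cells on day 3 after transfer, so that the values are of different cells. Here the mRNA of *Itgb1* rose by 0.36 on the log2 scale (adjusted p = 5.52e-05 from limma), and the paper's own comparison lists 0.34 with an adjusted p of 0.00017.

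The methods name genes with an adjusted p under 0.05 as the input of the pathway analysis. Of the 112 genes listed in its terms, 41 have such an adjusted p in the authors' comparison and 111 an unadjusted p under 0.05. Here all 59 and 53 genes passed.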

Other observations

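The tests of exchanged genotypes, the qPCR primer, a common effect on cell division genes and on *Cd74*, and DESeq2's prior were chosen after the result was seen, as were the limits by which the marker sums of myeloid and B cells were judged.

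The *Ets1* mRNA was not lower in libraries labelled *Ets1*-KO. The paper's methods state that the efficiency of all single KO lines was checked before the experiments, with edits assessed in the DNA. Its supplement also holds a western blot for ETS1 of control and *Ets1*-KO cells. Loss of the protein is therefore not judged here from the mRNA. For the parenchyma an exchange of the genotypes is argued against, since 5 of the 5 other genes of the paper's qPCR that were higher in *Ets1*-KO cells were also higher in the parenchyma libraries labelled *Ets1*-KO. In the spleen, of the 4 of these genes that could be tested 2 were higher and 2 lower, which decides nothing. An exchange there is argued against by the genes called in both tissues, of which 26 of 30 changed in the same direction. An exchange would turn effects shared by the tissues into opposite ones. Over all calls the same direction was less frequent, with 187 of 336 parenchyma calls (55.7%) and 94 of 140 spleen calls. Across 6520 genes Pearson's r was 0.114, so that the argument rests on the genes called in both. A candidate explanation of the gap to the qPCR is that its forward primer lies on the edited site. Of its 22 bases, 12 are shared with the guide's target, whereas 3′ counting also reads edited transcripts. The edited transcripts themselves were not measured.

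The spleen libraries labelled *Ets1*-KO were deeper than their controls. After drawing all 6 libraries down to 898092 reads, 194 genes passed, 134 of them among the 155 called with all reads, and all 155 kept their direction, which argues against depth as the whole cause. Mitochondrial genes took 14.06%, 14.89% and 21.04% of the counts in these libraries and 17.44%, 17.34% and 18.63% in their controls, so that *Ets1*-KO replicate 3 lies apart from the other *Ets1*-KO libraries. No explanation was tested for this.

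Of the 4 splits of the 6 libraries that part all 3 pairs, only the real split, 1 of 4, gave as many genes in the parenchyma, and likewise 1 of 4 in the spleen *Ets1*-KO cells. For *Grk2*-KO cells it was 1 of 10 over all splits. With the block every other split gave 0 genes in all 3 comparisons, against 366, 155 and 109 for the real splits. Shares this large are the smallest that the designs allow, so that they do not decide by themselves whether chance is behind the counts. Without the block, the split of control 1 with *Grk2*-KO 1 and 2 gave 16 genes against 19 for the real split, and a split of the spleen *Ets1* libraries gave 1 gene against 71.

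Reads from myeloid cells could add to the rises in the parenchyma. The 12 marker genes summed to 77.5 ± 11.8 normalized counts in control and 86.8 ± 18.3 in *Ets1*-KO libraries (SD, n = 3), a rise of 9.22, against a summed rise of 18016 over the 159 genes called higher, which argues against such reads as the cause. Of the 12 genes, 10 had a mean below 10 and the 2 others had a median log2 fold change of 0.04.

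*Cd74* fell in *Ets1*-KO cells of both tissues and in *Grk2*-KO cells, by 243.8 normalized counts in the spleen *Ets1* comparison and by 104 in the *Grk2* comparison. A loss of reads from B cells is argued against, since the 10 B cell marker genes, all with means below 10, summed to at most 13.1 in any spleen library. The MHC class II genes *RT1-Da*, *RT1-Db1* and *RT1-Ba* were chosen after their values were seen. They also had negative log2 fold changes in all 3 comparisons, from −1.09 to −0.15. None passed in the parenchyma (adjusted p of 0.756, 0.701 and 0.268 from limma). In the spleen *RT1-Da* in *Ets1*-KO cells (0.0512) and *RT1-Ba* in *Grk2*-KO cells (0.563) did not pass, and the others did. Another MHC class II gene, *RT1-Bb*, rose in all 3 pairs of the parenchyma (0.86, 0.88 and 1.28). A fall of the whole class in all 3 comparisons is therefore not shown. An effect of editing or of the fluorescent protein common to both knockouts may be behind *Cd74*, whose log2 fold change was −0.89 in *Grk2*-KO cells, but no library separates editing or the protein from the loss of the gene, and these cannot be told apart.

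Genes of the downregulated pathways, many of them genes of cell division, had pair medians of −0.66, −0.72 and −0.69 in the parenchyma and of −0.27, −0.28 and −0.24 in the spleen *Ets1*-KO cells. In *Grk2*-KO cells the medians were 0.02, 0.18 and 0.21, and of the 10 genes called 9 were higher, which argues against an effect common to both knockouts. As a set the list gave an adjusted p of 0.474 with limma's fry in *Grk2*-KO cells, and the upregulated list gave 0.703, with adjustment over 3 further set tests chosen after the result was seen.

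The essential regulators changed in mixed directions in *Grk2*-KO cells (17 genes, fry adjusted p = 0.0177, none called adjusted over the list alone or over all genes), and 8% of random lists gave a p as small. Over the alternatives this adjusted p ranged from 0.00103 to 0.632. In *Ets1*-KO cells of the spleen, the last of the 3 further set tests, a directional fry test gave an adjusted p of 0.703.

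The 5 largest rises in *Ets1*-KO cells of the spleen were those of AABR07017634.1, *Rps4y2*, *Mlkl*, *RGD1564664* and *Ffar4*, with log2 fold changes from 1.56 to 3.55, and the 5 largest falls those of *Vdr*, *Bicd1*, *Rab25*, *Ctse* and *Tysnd1*, from −1.65 to −1.47. In *Grk2*-KO cells the 5 largest rises were those of *Gsto1*, *Dync2li1*, *Nrp1*, *Arhgef39* and *Mmp13*, from 1.06 to 1.43, and the 5 largest falls those of *Dpp4*, *Herc6*, *Ms4a4c*, *RGD1564664* and *Ifit2*, from −2.09 to −1.23. Without the block, as in the authors' *Grk2* comparison, *Dync2li1* (adjusted p = 0.247 from limma), *Arhgef39* (0.197), *Mmp13* (0.153), *Ms4a4c* (0.179) and *Ifit2* (0.294) did not pass. In the authors' DESeq2 comparison *Gsto1* (0.0525), *Nrp1* (0.0996) and *Herc6* did not pass either, whereas *Dpp4* and *RGD1564664* did. With 1 replicate left out, the highest adjusted p from limma was at least 0.0969 for each of these *Grk2*-KO genes. In the spleen *Ets1* comparison *Bicd1* (0.0605) and *Tysnd1* (0.0768) did not pass without the block. Without replicate 1 only AABR07017634.1 (0.0147) and *RGD1564664* (0.0149) passed there, and the other named genes had values from 0.191 to 0.577. No explanation was tested for these.

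The authors' fold changes of *Tnfrsf9*, *Ccr6*, *Ccr3* and *Dpp4* are smaller than those of limma, which does not hold for every gene, as for *Was* in the spleen with 0.22 in the authors' comparison and 0.19 with limma. DESeq2's prior on fold changes is a candidate explanation for these 4 genes. For *Tnfrsf9* and *Ccr6*, a fit with it and the block left a largest difference of 1.65e-07 to the parenchyma table. For *Ccr3* and *Dpp4*, a fit with it and no block left a largest difference of 3.73e-08 to the authors' *Grk2* table.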
